# Eomes transcription factor is required for the development and differentiation of invariant NKT cells

**DOI:** 10.1038/s42003-019-0389-3

**Published:** 2019-04-29

**Authors:** Kanako Shimizu, Yusuke Sato, Masami Kawamura, Hiroshi Nakazato, Takashi Watanabe, Osamu Ohara, Shin-ichiro Fujii

**Keywords:** Innate immunity, Cytokines

## Abstract

Eomes regulates the differentiation of CD8^+^ T cells into effector and memory phases. However, its role in invariant (i)NKT cells remains unknown. Here, we show the impact of Eomes on iNKT cells in the thymus and peripheral tissue using conditional knockout (Eomes-cKO) mice. In the thymus, CD1d-tetramer^+^CD24^+^CD44^−^NK1.1^−^CD69^+^stage 0 iNKT cells express higher levels of Eomes than the other iNKT stages. We also found that Eomes regulates NKT1 cell differentiation predominantly. Interestingly, the expression of Eomes in the steady state is low, but can be upregulated after TCR stimulation. We also showed epigenetic changes in the *Eomes* locus after activation. In addition, vaccination of C57BL/6, but not Eomes-cKO mice with iNKT ligand-loaded dendritic cells generated KLRG1^+^iNKT cells in lung, characterized as effector memory phenotype by transcriptome profiling. Thus, Eomes regulates not only the differentiation of NKT1 cells in the thymus, but also their differentiation into memory-like KLRG1^+^iNKT cells in the periphery.

## Abstract (web summary)

Kanako Shimizu, Yusuke Sato et al. examine the impact of the Eomes transcription factor on invariant NKT (iNKT) cell differentiation using conditional knockout mice. They show that Eomes is needed for the development of iNKT1 cells in the thymus, and for their activation and differentiation in peripheral tissues.

## Introduction

Invariant (i)NKT cells express an invariant T cell antigen receptor (TCR) α-chain and recognize a complex consisting of the antigen-presenting MHC-like molecule CD1d and a glycolipid^1,2^. Recent discoveries of key transcription factors and gene-expression programs have contributed to a deeper understanding of the iNKT cell lineage^3^. In the commitment to the NKT cell lineage, iNKT precursors are positively selected by CD4^+^CD8^+^ thymocytes which express CD1d-glycolipod complexes^4^. After the selection, the TCR signaling initially activates the calcineurin pathway and stimulates the transcription factors, NFAT and Egr2^5^. Then, Egr2 activates PLZF as the iNKT cell master regulator and also induces the common β subunit of the IL-2/IL-15 receptor (CD122). This leads to the subsequent steps of iNKT cell development, composed of cytokine expression and proliferation in response to the IL-15-CD122 axis^6^. Functional subsets of iNKT cells, NKT1, NKT2, and NKT17, have been reported to arise during the thymus to peripheral differentiation stages. The key transcription factors for NKT1, NKT2 and NKT17 development have been identified as T-bet, Gata3 and Rorγt, respectively^3^. However, these iNKT cell subsets can also undergo further differentiation in the periphery.

We previously reported that a population of Klrg1^+^ iNKT cells elicited after administration of α-GalCer-pulsed DCs (DC/Gal) are long-lived. These cells predominantly express the NKT1-like cytokine IFN-γ, cytotoxic molecules (FasL and granzyme A/B) and in particular express *Eomes*. Moreover when transferred to iNKT cell-deficient mice, they can respond to the same antigen quickly and robustly as a secondary memory type response^7^. However, the molecular mechanism by which the Klrg1^+^ iNKT population is generated after administration of DC/Gal remains unknown.

Eomesodermin (Eomes) is a T-box transcription factor with high homology to T-bet and is expressed by activated CD8^+^ T cells as well as in resting and activated NK cells^8^. Eomes is not expressed by naïve T cells, but plays an important role in the formation of conventional memory CD8^+^ T cells^9^. In particular, Eomes favours the development of central memory cells, characterized by longer survival and the important potential for homeostatic proliferation^10^. In addition, Eomes functions as a master regulator of cell-mediated immunity capable of controlling the expression of genes encoding essential effector molecules, such as IFN-γ, granzyme B, perforin, CXCR3, and CXCR4^9–13^. In addition, Eomes has recently been shown to regulate a specific population of CD8^+^ T cells in the thymus^14^. This population, which is called IL-4-induced innate memory CD8^+^ T cells shows striking upregulation of Eomes but not the related T-box factor, T-bet^14^. These findings suggest additional independent roles for Eomes in the regulation of particular T cell populations in both the thymus and peripheral tissues. However the function of Eomes by itself in iNKT cells remains to be demonstrated.

To this end, through studies of T cell-specific Eomes conditional knockout (Eomes-cKO) mice, we found that Eomes selectively played a role in NKT1 cell development in the thymus. This impaired development of NKT1 cells in Eomes cKO mice are due to a cell-autonomous effect, as demonstrated by bone marrow (BM) chimera study. Furthermore, when activated, the remaining iNKT cells in the peripheral tissues in Eomes cKO mice are functionally impaired. The current study reveals the importance of Eomes in the development of NKT1 cells in the thymus and also in their activation and differentiation in peripheral tissues.

## Results

### Eomes affects the development of iNKT cells in the thymus

To investigate the potential role of Eomes in iNKT cell development, we analyzed T cell-specific Eomes-deficient mice, specifically CD4-Cre Eomes^f/f^ (Eomes cKO) mice. Conventional CD4^+^ T cell and CD8^+^ T cell development in the thymus of Eomes cKO mice was unaffected, as assessed by cell numbers and ratios of thymocyte subsets, which were similar to those of wild type mice (Supplementary Fig. 1a). The CD4^+^ to CD8^+^ T cell ratio in the spleen of Eomes cKO mice was also relatively normal (Supplementary Fig. 1a), consistent with a previous report^15^. However, the frequency of iNKT cells in thymus, spleen, and liver of Eomes cKO mice was lower than in WT controls (Fig. 1a). Closer analysis of the thymus revealed that the frequency and absolute number of CD24^−^CD44^−^NK1.1^-^stage 1 and CD44^+^NK1.1^−^ stage 2, iNKT cells were increased, but those of CD44^+^NK1.1^+^ stage 3 iNKT cells were decreased (Fig. 1b, c and Supplementary Fig. 2a). Since thymic iNKT cells contain CD4^+^CD8^−^ single positive and CD4^−^CD8^−^ double negative subsets, we analyzed CD4 and CD8 expression. No change in the ratio of CD4 single positive and CD4^−^CD8^−^ double negative subsets was observed in Eomes cKO mice (Supplementary Fig. 2b). Of note, Eomes cKO mice expressed higher levels of Vα14TCR than WT controls, clearly indicating that the development of iNKT cells in the thymus was impaired (Fig. 1d and Supplementary Fig. 3). These results suggested that the terminal maturation of iNKT cells in the thymus may depend on Eomes expression. Recent studies have suggested that iNKT cell precursors in the thymus receive the strongest TCR signal during selection rather than mature iNKT cells^16,17^. Therefore, we assessed the level of Eomes in NKT stages 0 to 3 in the thymus by quantitative PCR (qPCR). To isolate stage 0 iNKT cells as iNKT precursor cells, we sorted CD1d-tetramer^+^CD24^+^CD44^−^NK1.1^−^CD69^+^ cells. As shown in Fig. 1e, stage 0 iNKT cells showed the highest expression of Eomes compared to the other stages. Thus, the expression of Eomes may be related to TCR signaling in the thymus.

**Fig. 1:**
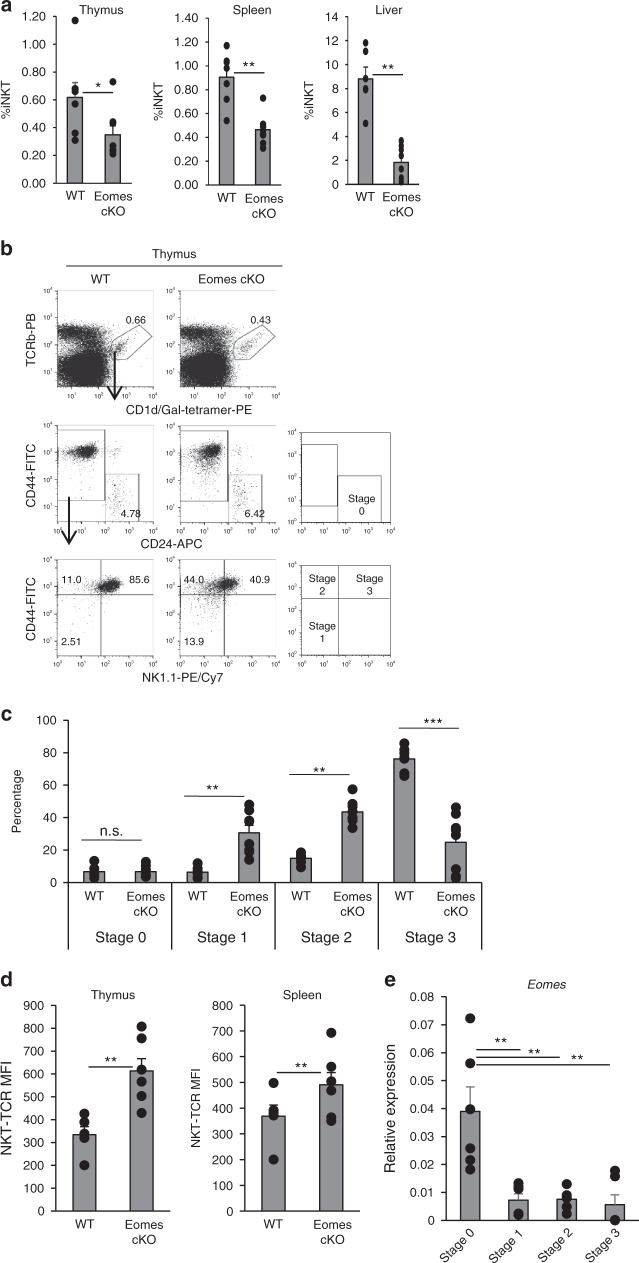
Crucial role of Eomes for iNKT cell terminal differentiation. **a** Percentage of CD1d-tet^+^TCRβ^+^iNKT cells in WT and Eomes cKO thymus, spleen, and liver (*n* = 6–8, mean ± SEM). **b** CD24, NK1.1, and CD44 staining on gated iNKT cells from (**a**). **c** Percentage of stage 0 to 3 iNKT cells from WT and Eomes cKO mice (*n* = 6–8, mean ± SEM). **d** Expression of Vα14TCR in WT and Eomes cKO mice was assessed by flow cytometry as mean fluorescence intensity (MFI). Similar data were obtained from at least three independent experiments. *p < 0.05, **p < 0.01, ***< *p* < 0.001, Mann–Whitney **e** Quantitative PCR analysis of Eomes mRNA in thymic iNKT cells (TCRβ^+^CD1d-tetramer^+^) from WT mice: stage 0 (CD24^+^CD44^−^NK1.1^−^CD69^+^), stage 1 (CD24^−^CD44^−^NK1.1^−^), stage 2 (CD24^−^CD44^+^NK1.1^−^), stage 3 (CD24^−^CD44^+^NK1.1^+^). (*n* = 6, mean ± SEM) **p < 0.01, two-tailed Student’s *t*-test

### Loss of Eomes decreases NKT1 cells

Recently, iNKT cells have been categorized into three lineages based on their master transcription factors. T-bet is critical for iNKT cell terminal maturation and NKT1 generation, whereas Gata3 and Rorγt are crucial transcription factors for NKT2 and NKT17 differentiation, respectively^3,17–20^. We analyzed the expression of several transcription factors related to iNKT cell differentiation, such as T-bet, Gata3, Rorγt as well as the master regulator of all iNKT cells, PLZF (Fig. 2a). We also analyzed the expression level of Eomes in iNKT subsets (NKT0, NKT1, NKT2, and NKT17) in the thymus of WT mice. As shown in Fig. 2b, NKT0 express Eomes at higher levels than other NKT cell subsets. Eomes cKO iNKT cells expressed higher levels of PLZF and Gata3 protein, but decreased levels of T-bet (Fig. 2a–c). Because of the block in the development of iNKT precursors into NKT1 cells, the frequency of NKT2 and NKT17 subsets tended to increase in the thymus. We then assessed the phenotypes of iNKT cells in the thymus and spleen, which should be affected by these transcription factors. NK1.1, NKG2D, CD69, and CD122, a component of the IL-15 receptor that is important for iNKT terminal maturation^15^, were detected in WT mice but their expression was decreased in Eomes cKO iNKT cells (Fig. 2d). By contrast, expression of IL-17Rb, which is an IL-25 receptor that defines the IL-4 producing capacity of iNKT cells^21^, was substantially increased in Eomes cKO iNKT cells (Fig. 2d).

**Fig. 2:**
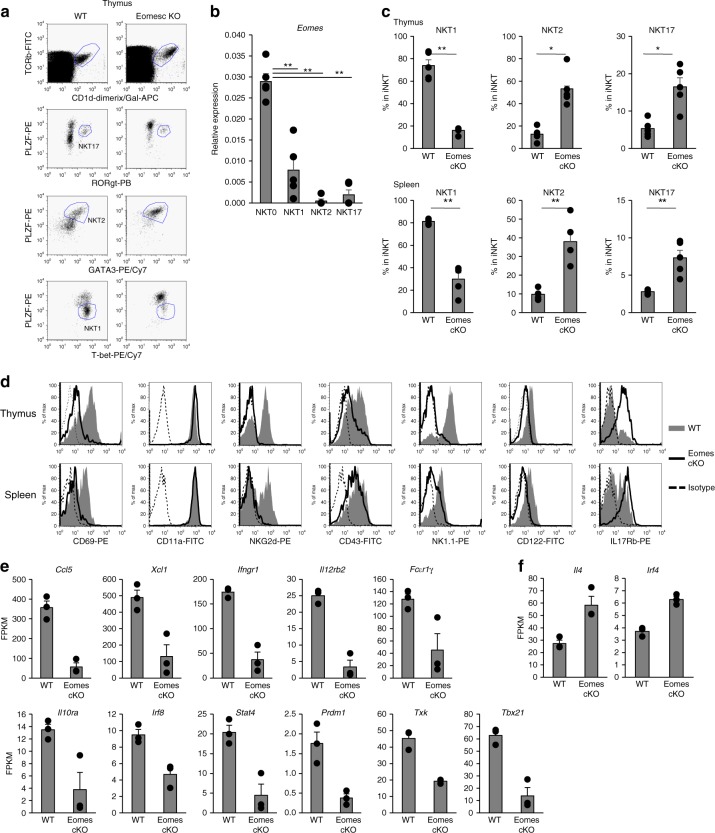
Aberrant expression of molecules affected by Eomes in iNKT terminal maturation and effector function. **a** Expression of PLZF, Rorγt, Gata3, and T-bet by thymic and splenic iNKT from WT and Eomes cKO mice detected by flow cytometry. **b** Quantitative PCR analysis of Eomes mRNA in thymic iNKT cells (TCRβ^+^CD1d-tetramer^+^) from WT mice: NKT0 (CD24^+^CD44^−^NK1.1^−^CD8^−^), NKT1 1(CD24^−^NK1.1^+^CD27^+^CCR6^−^), NKT2 (CD24^−^NK1.1^-^CD27^+^CD4^+^), NKT17 (CD24^−^CD27^−^CD4−CCR6^+^CD103^+^). (*n* = 5, mean ± SEM) **p < 0.01, two-tailed Student’s *t*-test. **c** The percentage of NKT1 (PLZF^dim^T-bet^+^), NKT2(PLZF^high^Gata3^+^), and NKT17(PLZF^+^Rorγt^+^) subsets in thymus and spleen of WT and Eomes cKO mice. (*n* = 5, mean ± SEM). *p < 0.05, **p < 0.01, Mann–Whitney. **d** Representative histograms showing expression of CD69, CD11a, NKG2d, CD43, NK1.1, CD122, and IL17Rb by thymic and splenic iNKT cells from WT and Eomes cKO mice (*n* = 5). Similar data were obtained from at least three independent experiments. **e**, **f** Thymic iNKT cells from WT and Eomes cKO mice were analyzed by RNA-Seq. Expression levels (expressed as FPKM) of selected NKT1 (**e**) or NKT2 (**f**) subset-specific genes of thymic iNKT cells were compared between WT and Eomes cKO mice (*n* = 3, mean ± SEM). (WT vs KO, *p < 0.05, **p < 0.01, ***< *p* < 0.001, two-tailed Student’s *t*-test)

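RNA from iNKT cells sorted from the thymus of WT mice and Eomes cKO mice aged 6 to 8 weeks was sequenced, with 3 libraries per genotype. In Eomes cKO mice, a Cre recombinase driven by the CD4 promoter removes a floxed exon of Eomes in T cells. The authors mapped the reads to the mouse genome with TopHat2 and used Cufflinks to estimate the abundance of each known gene as FPKM, the fragments mapped to a gene scaled by its length and by the library size. Each library lists 23234 genes, of which 736 small non-coding RNA genes were left out here. Values were analysed as log2(FPKM + 1), a scale that understates the fold change of genes with low values. The test covered the 10747 genes with at least 1 FPKM in at least 3 of the 6 libraries. It was limma's moderated test with an intensity trend and Benjamini-Hochberg adjustment, and genes at an adjusted p under 0.05 were taken as changed. An exact permutation test of 3 libraries against 3 cannot give a p under 0.1. FPKM values keep no read counts, so the depth in reads is unknown. Steps between low values put the WT libraries at 0.895 to 1.0 (median 0.939) and the Eomes cKO libraries at 0.807 to 0.948 (median 0.881) of the depth of the deepest thymic library. Eomes was at 0.0577, 0.226 and 0.0442 FPKM in the WT libraries and at 0.0294, 0.144 and 0.167 FPKM in the Eomes cKO libraries, too low for the test. A value over the whole gene does not show the loss of one exon, so it does not check the genotype. Of the markers of other cells, *Cd79a* of B cells was at 0.893 to 1.90 FPKM in WT and 1.01 to 3.82 FPKM in Eomes cKO libraries, *Cd74* of antigen-presenting cells at 19.0 to 26.9 and 25.3 to 36.6 FPKM, *S100a8* of neutrophils at 10.3 to 32.0 and 8.24 to 15.0 FPKM, and *Pecam1*, a gene of endothelium that other cells express too, at 11.0 to 12.3 and 13.8 to 28.7 FPKM. None of these 4 passed the test between the genotypes, and *Pecam1* did without Eomes cKO replicate 3 (adjusted p = 0.00252). Of 10 markers of monocytes and neutrophils, *Fcgr3*, which NK cells express too, was lower in Eomes cKO mice and the others did not pass (1 lower when adjusted over the list alone). It was 4.33 ± 1.30 FPKM (SD, n = 3) in WT and 0.814 ± 0.999 FPKM (SD, n = 3) in Eomes cKO mice, a log2 fold change of -1.66 (standard error 0.37, adjusted p = 0.0495), and did not pass without any 1 library other than Eomes cKO replicate 3 (adjusted p of 0.103 to 0.177).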

To better understand Eomes-mediated regulation of the differentiation of iNKT cells, we examined the expression of cytokines, chemokines, and transcription factors in thymic iNKT cells by RNA sequencing (RNA-seq). 

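In thymic iNKT cells, some transcripts of cytotoxic granules, NK receptors and type 1 signaling were lower in Eomes cKO mice than in WT mice, and some type 2 transcripts were higher. *Gzma*, which encodes the granule protease granzyme A, was 189 ± 32.0 FPKM (SD, n = 3) in WT and 6.73 ± 4.58 FPKM (SD, n = 3) in Eomes cKO mice, a log2 fold change of -4.76 (standard error 0.35, adjusted p = 0.00407). *Ccl5*, a chemokine that attracts T cells and monocytes, was 357 ± 57.8 FPKM (SD, n = 3) in WT and 56.1 ± 35.4 FPKM (SD, n = 3) in Eomes cKO mice, a log2 fold change of -2.80 (standard error 0.35, adjusted p = 0.0192). *Tbx21*, which encodes the NKT1 transcription factor T-bet, was 62.8 ± 6.70 FPKM (SD, n = 3) in WT and 13.9 ± 11.5 FPKM (SD, n = 3) in Eomes cKO mice, a log2 fold change of -2.36 (standard error 0.43, adjusted p = 0.0358). Of the 11 NKT1-related genes of Fig. 2e, 7 were lower, none was higher and 4 did not pass the test (11 lower when adjusted over the list alone). The paper selected these genes to show from the same samples and does not say how, so the count is not taken as independent evidence. As a list they were lower in camera's test of gene lists with a preset correlation (adjusted p = 9.59e-09), a call that was lost with an estimated correlation (adjusted p = 0.444 with an estimated correlation). Besides *Ccl5* and *Tbx21*, the lower genes were the cytokine receptor genes *Ifngr1* (log2 fold change -2.44) and *Il12rb2* (-2.87), and *Stat4* (-2.32), *Prdm1* (-0.99) and *Txk* (-1.19), which act in type 1 signaling and effector differentiation. *Xcl1* (log2 fold change -2.37, adjusted p = 0.0624), *Fcer1g* (-1.95, adjusted p = 0.0818), *Il10ra* (-2.06, adjusted p = 0.0704) and *Irf8* (-0.91, adjusted p = 0.0545) did not pass. For each of the 11 genes, every Eomes cKO library was below every WT library.
*Il4*, a type 2 cytokine gene, was 27.3 ± 4.76 FPKM (SD, n = 3) in WT and 58.3 ± 12.5 FPKM (SD, n = 3) in Eomes cKO mice, a log2 fold change of 1.06 (standard error 0.18, adjusted p = 0.0294). *Irf4*, a transcription factor gene induced by antigen receptor signals, had a log2 fold change of 0.63 and did not pass (adjusted p = 0.0575). Of the 13 genes made up of these 11 NKT1-related genes, *Il4* and *Irf4*, 1 was higher and 7 were lower, and the calls depended on single libraries. Without WT replicate 1, WT replicate 2 or Eomes cKO replicate 2, none of them passed. Without WT replicate 3 or Eomes cKO replicate 4, 1 and 3 of them were lower. Without Eomes cKO replicate 3, 2 were higher and 11 were lower. *Gzma* passed whichever library was left out. The values per library are plotted for these and other genes of the text.

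**Figure D1:**
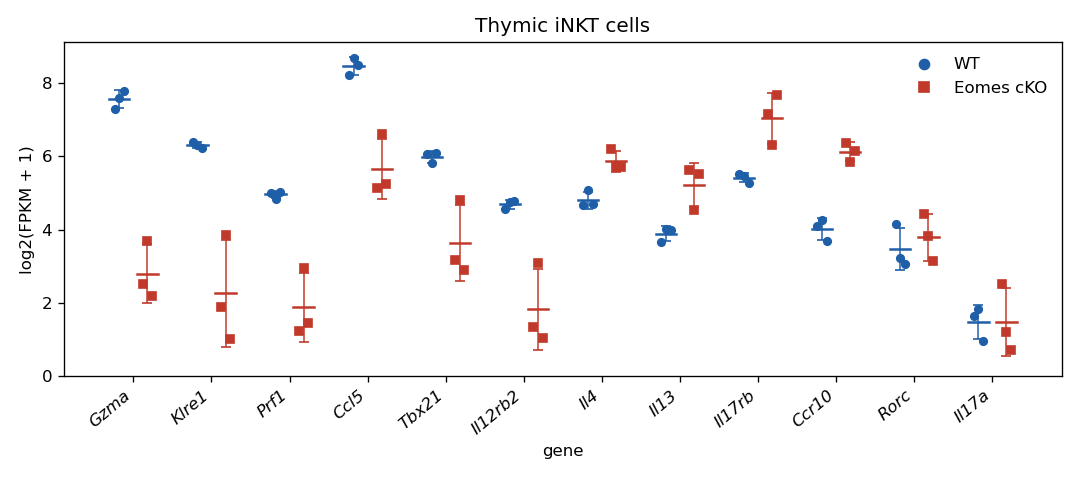
Expression in thymic iNKT cells as log2(FPKM + 1) for WT (circles) and Eomes cKO (squares) libraries, with the mean as a line and the SD as a bar (n = 3 per genotype). The Eomes cKO libraries of *Gzma* lie at 4.69, 12.0 and 3.53 FPKM, all below the WT libraries at 156, 191 and 220.3 FPKM, whereas the libraries of *Rorc* and *Il17a* overlap between the genotypes.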

Compared to WT mice, Eomes cKO mice showed decreased expression of NKT1-related chemokines (*Ccl5* and *Xcl1*), cytokine receptors (*Ifnγr1, Il12rb2, Il10ra*), signaling adaptor molecules (*FcɛR1γ*) and transcription factors and signaling pathway molecules (*Irf8, Stat4, Prdm1, Txk* and *Tbx21*), but increased expression of NKT2-related molecules such as *Il4* and *Irf4* (Fig. 2e, f). These results indicated that Eomes regulates not only the differentiation, but also the function of NKT1 cells in the thymus.

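Thymic iNKT cells of Eomes cKO mice had lower levels of most NK receptor transcripts that were measured. Of 22 NK receptor genes tested, 13 were lower, none was higher and 9 did not pass the test (22 lower when adjusted over the list alone). *Klre1*, a receptor gene of NK cells, was 78.7 ± 4.44 FPKM (SD, n = 3) in WT and 5.76 ± 6.80 FPKM (SD, n = 3) in Eomes cKO mice, a log2 fold change of -4.06 (standard error 0.59, adjusted p = 0.0229). *Klrc1*, which encodes the inhibitory receptor NKG2A, had a log2 fold change of -3.79 and *Klrb1c*, which encodes NK1.1, one of -2.52. *Klrk1*, which encodes NKG2D, did not pass (log2 fold change -2.59, adjusted p = 0.0652). Genes of the Klra family are so alike that their reads can be split among the copies, so *Klra9* (-4.33) and *Klra7* (-3.71) are uncertain as single genes.
Of 12 genes of cytotoxic granules, 5 were lower and none was higher (8 lower when adjusted over the list alone). *Prf1*, which encodes the pore-forming protein perforin, was 30.2 ± 2.21 FPKM (SD, n = 3) in WT and 3.26 ± 2.99 FPKM (SD, n = 3) in Eomes cKO mice, a log2 fold change of -3.09 (standard error 0.39, adjusted p = 0.0207). *Fasl*, a death ligand gene, had a log2 fold change of -2.71 and *Gzmb*, another granzyme gene, one of -1.93 that did not pass (adjusted p = 0.0798). Of 16 genes of effector memory T cells, 9 were lower and none was higher (12 lower when adjusted over the list alone), among them *Itgb1* (-1.57), an integrin gene, *Runx3* (-0.94), a transcription factor gene of cytotoxic cells, and *Ly6c2* (-2.99). *Tbx21* and *Prdm1* of Fig. 2e are on this list too. In camera's test of gene lists with a preset correlation, these 3 lists were lower (adjusted p = 1.55e-14 for NK receptors, 6.74e-05 for granules and 3.27e-08 for effector memory). These calls were lost with an estimated correlation (adjusted p = 0.444 with an estimated correlation for each of the 3 lists), and in fry, a rotation test of lists, their adjusted p was 0.0657 to 0.0737. The lists of ribosomal protein and mitochondrial respiration genes, kept as signs of RNA quality, were higher in camera's test (adjusted p = 7.17e-08 and 0.000433, and adjusted p = 0.444 with an estimated correlation for both), although none of their 20 and 15 genes passed over all genes (12 and 1 higher when adjusted over the list alone).
Of 13 genes of IL-2 and IL-15 receptor signaling, 4 were lower and none was higher (4 lower when adjusted over the list alone), including *Il2rb* (-1.94), which encodes CD122, the receptor chain shared by both cytokines, and *Bcl2* (-1.86), which encodes a survival protein. *Tcf7* (1.16) and *Id3* (1.28), transcription factor genes of less differentiated T cells, were higher. Over all genes tested, 135 were higher and 253 were lower. The libraries of WT and Eomes cKO mice did not overlap in 32.9% of genes, against 10% by chance. The count was 4, 4 and 6 without WT replicate 1, 2 and 3, 8 and 32 without Eomes cKO replicate 2 and 4, and 1870 without Eomes cKO replicate 3. *Gzma*, *Ikzf3*, *Ccr10* and *Arsb* were the 4 genes called without each library in turn. *Arsb* was named after its values were seen. The count was also 4 with no filter on low values, 101 with small RNA genes kept, 207 with no intensity trend, 250 with 0.1 added to FPKM and 596 on a scale of equal library sums (96 were higher and 500 lower). With median-of-ratios scaling, 165 were higher and 224 lower. From the lower NKT1-related and higher NKT2-related transcripts, the paper concludes that Eomes acts on both the differentiation and the function of thymic NKT1 cells.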

### Eomes alters IFN-γ production in iNKT cells

The presence of iNKT cells in Eomes cKO mice allowed us to examine how Eomes deficiency may affect iNKT cell effector function. NKT1 cells can produce IFN-γ and IL-4, whereas NKT2 cells produce IL-4 but not IFN-γ. NKT17 cells secrete IL-17, but not IFN-γ. Following in vitro stimulation with PMA plus ionomycin for 6 h, WT iNKT cells predominantly produced IFN-γ and IL-4, but minimally produced IL-17 (Fig. 3a, b). In contrast, there was a severe reduction in NKT1 cells capable of producing both IFN-γ and IL-4 in the Eomes cKO, while the frequency of NKT2 cells producing only IL-4 increased dramatically (Fig. 3a, b). Similar to thymocytes, there were fewer iNKT cells in Eomes cKO spleen that produced both IFN-γ and IL-4 than in WT controls (Fig. 3c, d). Compared to NKT1 cells, NKT17 cells appeared to increase in Eomes-deficient mice (Fig. 3b–d). These data might suggest that NKT2 and NKT17 cells are selectively increased in Eomes cKO mice, but that is not actually the case. The observed increase in NKT2 and NKT17 cells is caused by the decrease of NKT1 cells.

**Fig. 3:**
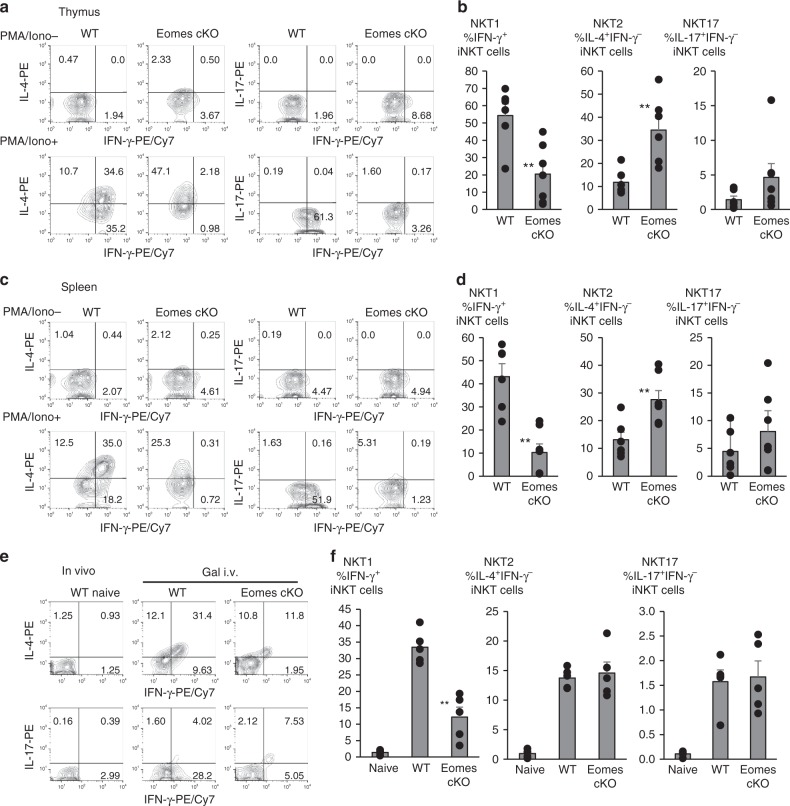
Suppression of the differentiation of IFN-γ producing iNKT cells in Eomes cKO. **a**, **b** Percentage of IFN-γ, IL-4, and IL-17A production by thymic iNKT cells stimulated with PMA and Ionomycin (Iono) in WT and Eomes cKO mice. (*n* = 6–7, mean ± SEM) **c**, **d** As in (**a**, **b**), percentage of splenic iNKT cells positive for the indicated cytokines in WT and Eomes cKO mice. (*n* = 6–7, mean ± SEM) **e**, **f** Percentage of splenic iNKT cells positive for IFN-γ, IL-4, and IL-17A production in WT or Eomes cKO 2 h after i.v. administration of α-GalCer (1 μg/mouse) (*n* = 5–6; data are shown as mean ± SEM). Similar data were obtained from at least three independent experiments. **p < 0.01, Mann–Whitney

Next, we examined the in vivo response of iNKT cells in Eomes cKO mice. The mice were injected i.v. with α-GalCer and splenic iNKT cells were analyzed by intracellular cytokine staining 2 h later. Consistent with the in vitro observations, fewer Eomes cKO iNKT cells produced both IFN-γ and IL-4 than WT iNKT cells (Fig. 3e, f). Together, the regulation of IL-4 and IFN-γ by Eomes in iNKT cells was developmentally programmed, i.e., the differentiation of NKT1, but not NKT2 and NKT17 cells was blocked by Eomes deficiency. These observations are consistent with a block at stage 3 in Eomes cKO mice.

### Cell-intrinsic mechanism in iNKT development by Eomes

To address whether Eomes regulated the thymic differentiation of iNKT cells in a cell-intrinsic manner, we reconstituted lethally irradiated CD45.2^+^CD90.1^+^ wild type recipient mice with WT CD45.2^+^CD90.2^+^ BM cells and Eomes cKO CD45.1^+^CD45.2^+^ CD90.2^+^ BM cells at a ratio of 1:1 (Fig. 4a). After 8 weeks engraftment, CD4^−^CD8^−^ double negative, double-positive and single positive thymocytes developed in the recipient mice (Fig. 4b). The WT to KO ratios of double negative, double-positive and single positive thymocytes ranged from 0.8–1.2, close to the original 1:1 ratio (Fig. 4b, c), suggesting that Eomes is not essential for αβT cell maturation in the thymus, even in a competitive environment. We verified that iNKT cells were also reconstituted in the mixed chimeric mice (Fig. 4d–g), and compared the ability of each donor population to reconstitute the CD1d-Tet^+^ iNKT cells in the thymus, spleen, liver, and lung. When we focused on the reconstituted iNKT cells in the thymus, we found fewer iNKT cells of Eomes cKO origin than of wild type origin, the WT to KO ratios of iNKT cells were more than 2 (Fig. 4d, e). Similar results were also observed with splenocytes and liver mononuclear cells (MNCs) from the chimeric mice (Fig. 4d, e) Furthermore, we analyzed the stages of iNKT cells and found a similar frequency of Eomes-deficient and wild-type derived Stage 0-Stage 2 cells, but a greatly decreased frequency of Eomes-deficient stage 3 iNKT cells (Fig. 4f, g). These findings suggested an essential and cell-intrinsic role for Eomes in the terminal maturation and maintenance of iNKT cells in the thymus.

**Fig. 4:**
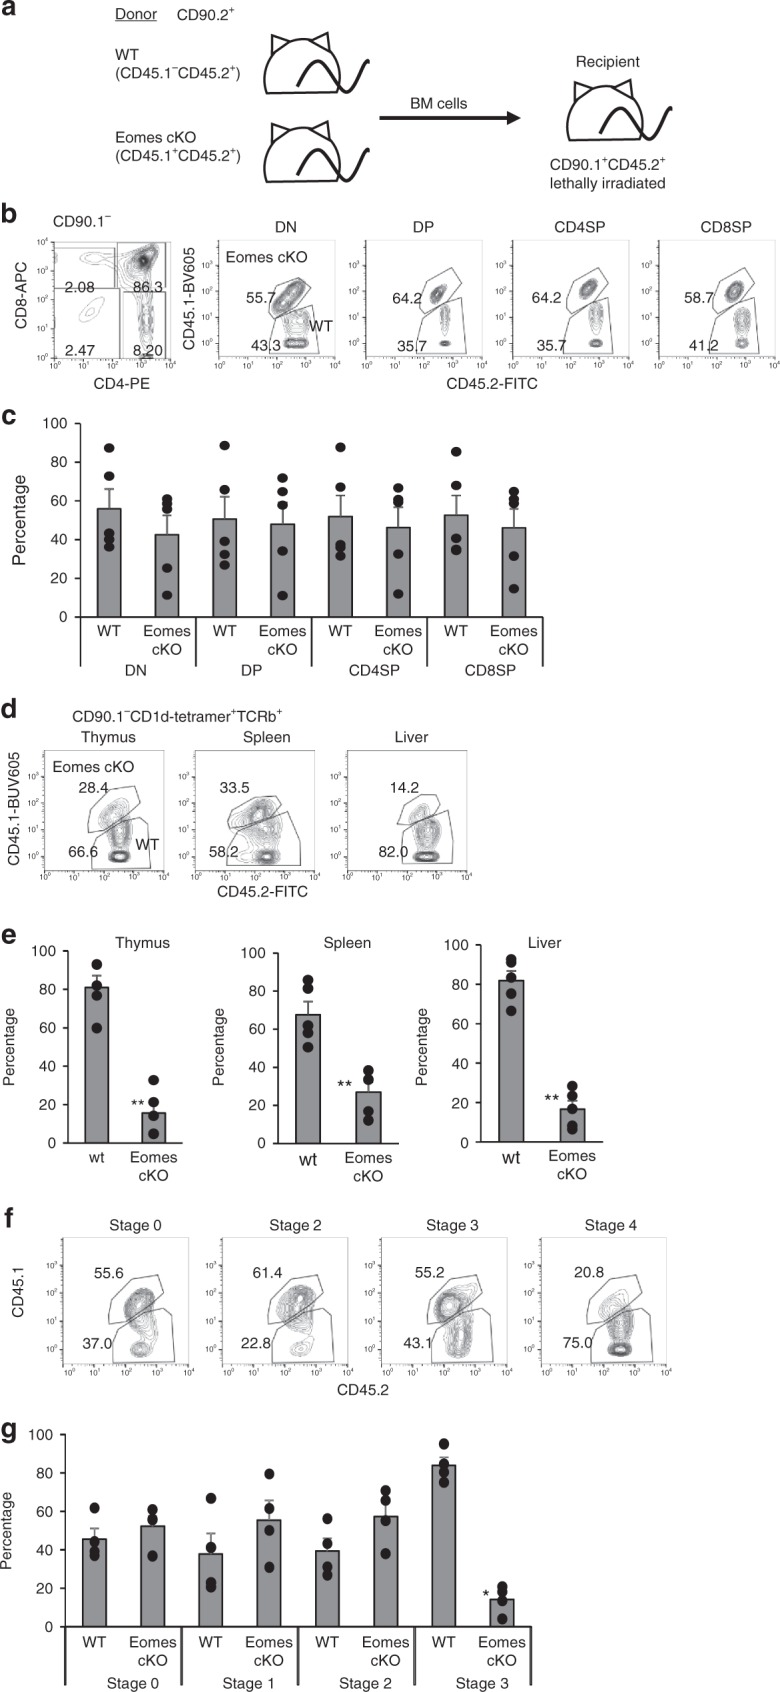
Regulation of NKT1 cell development by Eomes is cell-intrinsic. **a** Experimental set-up of the BM chimera experiment. CD90.1^+^CD45.1^−^CD45.2^+^ recipient B6.PL mice were lethally irradiated and transplanted i.v. with a 1:1 mixture of CD90.2^+^ CD45.1^−^CD45.2^+^ B6 BM together with BM from CD90.2^+^CD45.1^+^CD45.2^+^Eomes-cKO mice. Recipient mice were sacrificed 8 w after transplantation and iNKT cells in thymus, spleen, liver, and lung were analyzed for the expression of CD45.1 and CD45.2. **b** Representative dot plots show CD4 and CD8 expression by thymocytes (left) and the indicated subsets (double negative, double-positive and single positive) of chimeric mice (right). **c** The percentage of each subset generated from WT and KO BM cells. (*n* = 4, mean ± SEM). **d** Representative dot plots show CD45.1 and CD45.2 expression by iNKT cells in the thymus, spleen, liver, and lung of the chimeric mice. **e** The percentage of iNKT cells in each organ generated from WT and KO BM cells. (*n* = 4, mean ± SEM). **f** Representative dot plots show CD45.1 and CD45.2 expression by iNKT cells at different development stages (Stage 0–3) within the thymus of the chimeric mice (upper). **g** The percentage of iNKT cells at each stage generated from WT and KO BM cells. (*n* = 4, mean ± SEM). Data are combined from two independent experiments. *p < 0.05, **p < 0.01, Mann–Whitney

### TCR signaling induces Eomes expression in thymic iNKT cells

As shown in Fig. 1e, the expression of *Eomes* in iNKT cells in the steady state is quite low. Next, we examined whether Eomes in iNKT cells can be upregulated by TCR stimulation. For this, iNKT cells were sorted from thymus and stimulated with anti-CD3 and anti-CD28 mAbs. We found that the expression of Eomes mRNA was upregulated at 16 h after TCR stimulation, but not in Eomes cKO mice (Fig. 5a) and was also elevated at the protein level 48 h after the stimulation (Fig. 5b). These results indicate that expression of Eomes can be induced upon TCR stimulation of iNKT cells. Thus, Eomes shows a unique expression pattern, with little expressed in the steady state. It is expressed transiently, but apparently only in the early activation phase. We hypothesized that such transient expression should be regulated epigenetically and therefore evaluated histone acetylation (ac), an epigenetic modification associated with accessible chromatin structure and active transcription. As shown in Fig. 5c, both H3K9ac and H3K27ac were increased at the *Eomes* locus in activated iNKT cells.

**Fig. 5:**
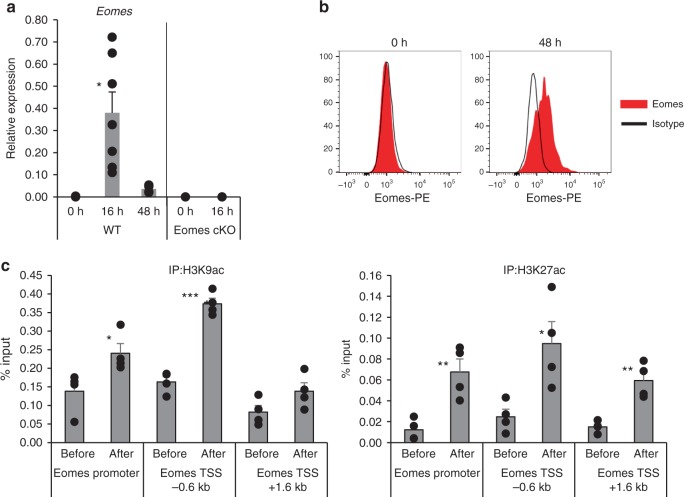
Transient expression of Eomes by iNKT cells is epigenetically regulated. **a** Kinetics of Eomes mRNA expression in non-activated (0 h) and activated (16, 48 h) thymic iNKT cells. Total thymic iNKT cells from WT mice were stimulated with anti-CD3 plus anti-CD28 mAbs for the indicated periods and the levels of Eomes transcripts were determined by qPCR. Sorted thymic iNKT cells from Eomes cKO were used as a negative control. (*n* = 3–7, mean ± SEM). Data are combined from four independent experiments. **b** Expression of Eomes in non-activated (0 h) and activated (48 h) thymic iNKT cells assessed by flow cytometry. (Red, Eomes; Black, isotype) (*n* = 3) **c** Chip analysis for H3K9ac and H3K27ac modifications at the Eomes locus in non-activated and activated thymic iNKT cells (*n* = 4, mean ± SEM). Data are summarized from three independent experiments. *p < 0.05, **p < 0.01, ***< *p* < 0.001, Mann–Whitney

### Eomes regulates the activation of iNKT cells in periphery

After showing that Eomes regulates the differentiation and function of NKT1 cells in the thymus, we next examined its effect on the activation phase of iNKT cells in peripheral tissues, which was unknown. Lee et al. reported that NKT2 and NKT17 cells predominate in lung in the steady state^22^. However, we previously reported that the number of NKT1-polarized Klrg1^+^ iNKT cells markedly increased in the lung of WT mice after vaccination with DC/Gal^7^. We also observed dominant expression of *Eomes* in Klrg1^+^ iNKT cells, but not in naïve iNKT cells. As previously demonstrated, we verified the expression of Klrg1 and granzyme A (Fig. 6a–d) as well as NK1.1, CD49d, NKG2D, Ly6C, and CD69 (Fig. 6e) by WT Klrg1^+^ iNKT cells in the lung after DC/Gal immunization. By contrast, in the DC/Gal-injected Eomes cKO mice, the generation of Klrg1^+^gzmA^+^ lung iNKT cells was inhibited (Fig. 6a–d*)*, as was the expression of CD49d, NKG2D, NK1.1 and Ly6C (Fig. 6e). These results indicate that the peripheral differentiation of iNKT cells triggered by iNKT ligand and TCR signaling is also regulated by Eomes. And, they also suggest that NKT1 cells may require TCR signaling during their differentiation into memory-like iNKT cells.

**Fig. 6:**
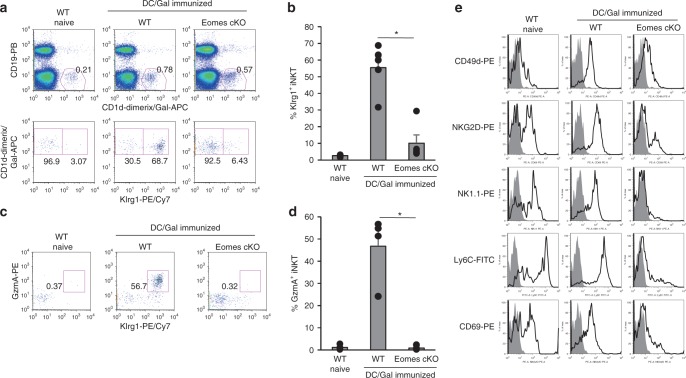
Eomes-deficient iNKT cells fail to differentiate into Klrg1^+^ iNKT cells after DC/Gal immunization. WT and Eomes cKO mice were immunized with DC/Gal. Four weeks later, lung iNKT cells were analyzed by flow cytometry. **a**, **b** The expression and frequency of lung Klrg1^+^ iNKT cells from naïve WT or DC/Gal-immunized WT or Eomes cKO mice. (*n* = 5) **c**, **d** The expression and frequency of lung granzyme A^+^ iNKT cells (*n* = 5, mean ± SEM) **e** Expression of the indicated proteins by lung iNKT cells from WT naïve mice or DC/Gal-immunized, WT or Eomes cKO mice. (*n* = 5) Similar data were obtained from at least three independent experiments. *p < 0.05, Mann–Whitney

To further characterize the gene-expression program in iNKT cell subsets in the lung from WT and Eomes cKO mice given DC/Gal, we performed pairwise comparison of bulk RNA-seq (Figs 7 and 8). 

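Lung iNKT cells were sorted from naive mice and from mice immunized i.v. with dendritic cells loaded with the iNKT ligand α-GalCer (DC/Gal) 7 days earlier. WT and Eomes cKO mice in both states gave 4 groups of 3 libraries. The authors made FPKM values from these libraries by the same steps as for the thymus. The 12 lung libraries were fitted together in limma, so that the groups shared one estimate of the spread, over the 11380 genes with at least 1 FPKM in at least 3 of them. Compared were Eomes cKO with WT mice in each state, DC/Gal with naive mice in each genotype, and the interaction, the difference between the genotypes in their response to DC/Gal. Whether each library came from 1 mouse or from several is not given, so p-values measure the spread between these libraries. Read depth is unknown for the lung as well. Relative to the deepest lung library, the depth was 0.381 to 0.745 (median 0.584) in naive WT, 0.593 to 0.617 (median 0.604) in naive Eomes cKO, 0.777 to 0.954 (median 0.823) in DC/Gal WT and 0.811 to 1.0 (median 0.849) in DC/Gal Eomes cKO libraries. This estimate from low values matched in 52 of 66 pairs of lung libraries and is less certain than for the thymus.
Eomes was at 2.61, 0.859 and 2.05 FPKM in naive WT, 2.92, 1.06 and 2.27 FPKM in naive Eomes cKO, 2.26, 1.34 and 1.45 FPKM in DC/Gal WT and 2.80, 12.2 and 0.879 FPKM in DC/Gal Eomes cKO libraries. It was not lower in Eomes cKO mice in either state (log2 fold changes of 0.12 and 0.78, adjusted p = 0.946 and 0.447). The deletion takes out one exon, so the value of the whole gene does not check the genotype. The sort took CD19-negative cells that bound the loaded CD1d dimer, which would leave out most B cells. Even so, some transcripts of other cells were more abundant in naive than in DC/Gal libraries. *H2-Ab1*, an MHC class II gene of dendritic cells and B cells, was 12.3 to 159 FPKM in naive WT and 44.7 to 481 FPKM in naive Eomes cKO libraries, and 9.05 to 34.8 FPKM and 6.73 to 13.2 FPKM after DC/Gal. The Y-linked genes *Ddx3y* and *Eif2s3y* were found above 1 FPKM only in naive Eomes cKO replicates 1 and 2. The paper does not give the sex of the mice, and Y-linked transcripts come from male cells. Sex may therefore differ between these libraries and the others. Comparisons that use the naive Eomes cKO group cannot fully separate it from genotype or DC/Gal. Across all 18 libraries, 35 values of 26 genes were listed at 0 beside at least 10 FPKM in both other libraries of the group, so a listed 0 can be a failed estimate. This is not so for each of them, since *Ddx3y* and *Eif2s3y* at 0 in naive Eomes cKO replicate 3 are among the 35.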

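Lung iNKT cells of naive WT and naive Eomes cKO mice differed in few transcripts. *Gzma* was 931 ± 115 FPKM (SD, n = 3) in naive WT and 1156 ± 685 FPKM (SD, n = 3) in naive Eomes cKO mice, a log2 fold change of 0.17 (standard error 0.75, adjusted p = 0.946). *Ifng*, the gene of the type 1 cytokine IFN-γ, was 169 ± 7.95 FPKM (SD, n = 3) in naive WT and 185 ± 60.1 FPKM (SD, n = 3) in naive Eomes cKO mice, a log2 fold change of 0.08 (standard error 0.37, adjusted p = 0.945). None of the 10 NKT1-related, 7 NKT2-related and 6 NKT17-related genes of Fig. 8 passed the test, and none did when adjusted over its list alone. *Il4* had a log2 fold change of 0.64 (adjusted p = 0.672) and *Rorc* one of 0.55 (adjusted p = 0.481).
Of 11380 genes, 2 were higher and 3 were lower in naive Eomes cKO mice, and 1408 were under 0.05 before adjustment. Apart from *Gm7334*, these genes fall outside the rule for named genes and were chosen after their values were seen. *Prg2*, the gene of an eosinophil granule protein (log2 fold change 3.13), and *2210417K05Rik* (2.50) were higher. *A230065H16Rik* (-2.97) and the histone gene *Hist1h1a* (-1.97) were lower. *Gm7334* was at 55.1, 52.0 and 13.6 FPKM in naive WT and 0.000544, 0.000597 and 0.0657 FPKM in naive Eomes cKO libraries, and reads shared with related sequences were not ruled out for this predicted gene. Of 19 type 17 genes, none passed over all genes and 7 were higher when adjusted over the list alone. The list was higher in camera's test (adjusted p = 5.14e-07), a call that was lost with an estimated correlation (adjusted p = 0.556 with an estimated correlation) and kept in fry (adjusted p = 0.0424). Its leading members were *Il23r* (1.44), which encodes a receptor for IL-23, *Il17re* (1.21), *Tmem176a* (1.57) and *Tmem176b* (1.70). The lists of ribosomal protein genes (adjusted p = 1.80e-05), mitochondrial respiration genes (adjusted p = 0.00343) and chemokines (adjusted p = 0.0369) were also higher in camera's test, and these calls were lost with an estimated correlation (adjusted p = 0.989 with an estimated correlation for each) and in fry (adjusted p = 0.619 for each). Of their 20, 15 and 10 genes none passed over all genes, and 0, 0 and 2 were higher when adjusted over the list alone. The mitochondrial call was lost without naive WT replicate 1 (0.0521) or naive Eomes cKO replicate 1 (0.0542), and the chemokine call without naive WT replicate 2 or 3 or naive Eomes cKO replicate 1 or 3 (0.105 to 0.172). *Scgb1a1*, a gene of airway epithelial cells, was 0 to 106 FPKM in naive WT libraries and at 0 FPKM in all naive Eomes cKO libraries. Of 8 markers of lung epithelium and endothelium, none passed over all genes and 2 were lower when adjusted over the list alone (adjusted p = 0.0362 in camera's test and adjusted p = 0.989 with an estimated correlation), a call lost without naive WT replicate 2 (0.608) or naive Eomes cKO replicate 1 (0.105) or 2 (0.0894).
The libraries of naive WT and naive Eomes cKO mice did not overlap in 12.4% of genes, against 10% by chance. A split of these 6 libraries that mixes the genotypes called 12 genes, more than the 5 called between the genotypes. The number of called genes was 11, 21 and 10 without naive WT replicate 1, 2 and 3, 3 and 8 without naive Eomes cKO replicate 1 and 2, and 11 without both naive Eomes cKO libraries with Y-linked transcripts, a choice made after the data were seen. Without naive WT replicate 2, *Tmem176a* and *Tmem176b* passed (adjusted p of 0.0449 and 0.0178). Over the other settings the number was 1 to 21.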

In the steady state, we found no difference in iNKT cells from WT and Eomes cKO mice. Given that NKT2 and NKT17 are dominant in the lung in the steady state^22^, this result was predictable. In contrast, we observed obvious differences in function-related molecules, such as effector molecules, cytokines, and chemokines, by the transcriptome analysis of activated iNKT cells of Eomes cKO and WT mice after immunization with DC/Gal (Fig. 7). 

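After DC/Gal, lung iNKT cells of Eomes cKO mice had lower levels of type 1 chemokine and effector transcripts and higher levels of cytokine and receptor transcripts of other subsets. *Ccl5* was 10391 ± 1771 FPKM (SD, n = 3) in WT and 157 ± 136 FPKM (SD, n = 3) in Eomes cKO mice given DC/Gal, a log2 fold change of -6.50 (standard error 0.54, adjusted p = 4.58e-06). *Ifng* was 328 ± 33.9 FPKM (SD, n = 3) in WT and 2.40 ± 1.80 FPKM (SD, n = 3) in Eomes cKO mice, a log2 fold change of -6.78 (standard error 0.37, adjusted p = 2.77e-07). *Il5*, a type 2 cytokine gene, was at 0, 0.169 and 0.430 FPKM in WT and 136, 124 and 43.4 FPKM in Eomes cKO libraries. *Il10*, the gene of a regulatory cytokine, was 2.84 ± 1.73 FPKM (SD, n = 3) in WT and 34.5 ± 4.48 FPKM (SD, n = 3) in Eomes cKO mice, a log2 fold change of 3.33 (standard error 0.43, adjusted p = 0.000198).
Of 26 NK receptor genes, 20 were lower and none was higher (22 lower when adjusted over the list alone), with log2 fold changes of -5.33 for *Klre1* and -3.18 for *Klrk1*. Of 20 genes of effector memory T cells, 15 were lower and 1 was higher (15 lower and 3 higher when adjusted over the list alone). Among them were *S1pr5* (-4.78), a receptor for exit from tissues, *Cx3cr1* (-4.39), a chemokine receptor of cytotoxic cells, and *Il18r1* (2.27), the IL-18 receptor gene, which was higher. Of 22 proliferation genes, 13 were lower and none was higher (20 lower when adjusted over the list alone), including the DNA replication genes *Pcna* (-1.36) and *Mcm5* (-1.36). Of 15 chemokine receptor genes, 9 were higher and 3 were lower (9 and 3 when adjusted over the list alone). *Cxcr3* (-4.79), the receptor of type 1 cells for inflammatory chemokines, was lower, and *Cxcr6* (1.94) and *Ccr7* (3.43), the lymph node homing receptor, were higher. Of 15 genes of naive and central memory T cells, 6 were higher and none was lower (6 higher when adjusted over the list alone), including *Il7r* (3.45), the IL-7 receptor gene, and *Tcf7* (1.59). Of 12 inhibitory receptor genes, 6 were higher and 3 were lower (7 and 3 when adjusted over the list alone). *Pdcd1* (3.71), which encodes PD-1, and *Ctla4* (2.42) were higher, and *Cd160* (-2.26) was lower. Of 18 genes induced by T cell receptor signals, 10 were higher and 2 were lower (11 and 2 when adjusted over the list alone), with *Cd83* (3.64) higher and *Nr4a2* (-1.44) lower.
In camera's test, each of these 7 lists was called, and the NK receptor, effector memory, chemokine receptor and T cell receptor lists also with an estimated correlation. The calls of the proliferation list (adjusted p = 0.139 with an estimated correlation), of the naive and central memory list (adjusted p = 0.0501 with an estimated correlation) and of the inhibitory receptors (adjusted p = 0.103 with an estimated correlation) were lost. The list of ribosomal protein genes, kept as a sign of RNA quality, was higher in camera's test (adjusted p = 0.00386, and adjusted p = 0.608 with an estimated correlation), although none of its 20 genes passed over all genes or when adjusted over the list alone, and this call was lost without DC/Gal Eomes cKO replicate 1 (0.209). Of all genes tested, 729 were higher and 912 were lower in Eomes cKO mice after DC/Gal, and libraries did not overlap in 39.2% of genes, against 10% by chance. Which direction had more genes depended on the scaling, as 845 were higher and 768 lower with median-of-ratios scaling and 886 were higher and 824 lower with quantile normalization. The count was 1091 without DC/Gal Eomes cKO replicate 2 and 2592 with only the 6 DC/Gal libraries in the fit. The counts per list are shown as bars.

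**Figure D2:**
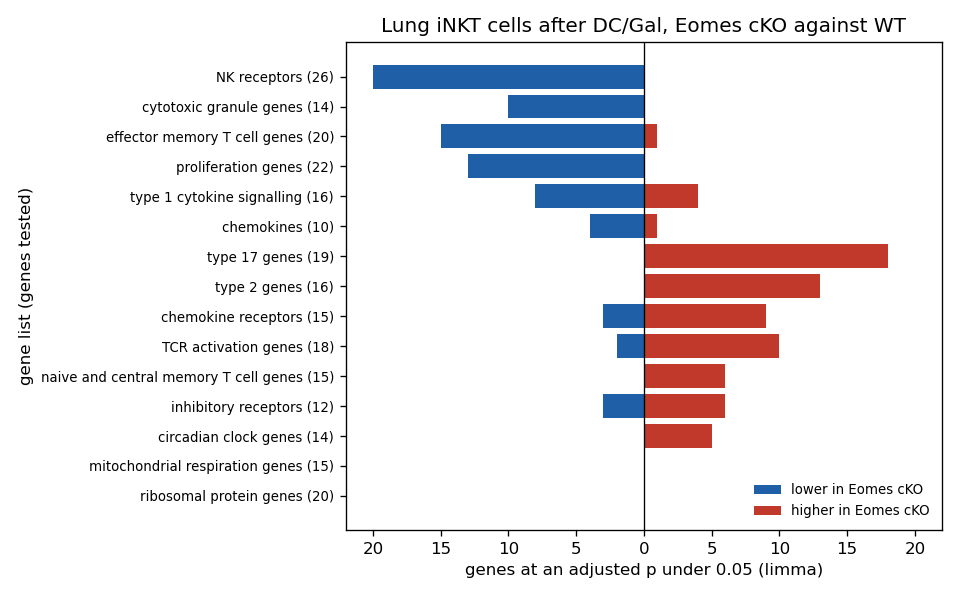
Genes per list that were lower (left, blue) or higher (right, red) in lung iNKT cells of Eomes cKO than of WT mice after DC/Gal at an adjusted p under 0.05, out of the number tested in brackets. NK receptors have 20 lower genes, type 17 genes 18 higher genes, and the lists of mitochondrial respiration and ribosomal protein genes have no gene that passed.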

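*Gzma* was 4769 ± 214 FPKM (SD, n = 3) in lung iNKT cells of WT mice given DC/Gal and 68.5 ± 68.5 FPKM (SD, n = 3) in those of Eomes cKO mice given DC/Gal, a log2 fold change of -6.90 (standard error 0.75, adjusted p = 4.97e-05). *Gzmb*, the gene of granzyme B, was 634 ± 90.4 FPKM (SD, n = 3) in WT and 35.3 ± 12.6 FPKM (SD, n = 3) in Eomes cKO mice, a log2 fold change of -4.19 (standard error 0.32, adjusted p = 2.29e-06). *Fasl* was 109.5 ± 22.4 FPKM (SD, n = 3) in WT and 9.72 ± 1.24 FPKM (SD, n = 3) in Eomes cKO mice, a log2 fold change of -3.35 (standard error 0.23, adjusted p = 1.23e-06). For each of these 3 genes, every Eomes cKO library was below every WT library. Of the 10 NKT1-related genes of Fig. 8a, which the paper shows from these samples without a stated basis of selection and which are not taken as independent evidence, all 10 were lower in Eomes cKO mice (10 lower when adjusted over the list alone). They include *Tbx21* (-6.08), *Ccl4* (-5.53), a chemokine gene, *Klrg1* (-3.76), a receptor of differentiated effector cells, and *Runx3* (-1.13). Of 14 genes of cytotoxic granules, 10 were lower and none was higher (10 lower when adjusted over the list alone), including *Gzmk* (-4.71), *Nkg7* (-4.84), which acts in granule exocytosis, and the granzyme inhibitor genes *Serpinb9* (-3.67) and *Serpinb6b* (-3.38). Both lists were called with a preset and with an estimated correlation (adjusted p = 0.0161 and 0.0155 with an estimated correlation). They are not separate, since *Gzma*, *Gzmb* and *Fasl* are on both. The effector memory list also holds *Gzma*, *Gzmb*, *Klrg1*, *Tbx21* and *Runx3*.
Compared with naive WT mice, *Gzmb* and *Fasl* were higher in WT mice given DC/Gal. *Gzmb* was 272 ± 137 FPKM (SD, n = 3) in naive WT mice, a log2 fold change of 1.32 (standard error 0.32, adjusted p = 0.0322) after DC/Gal. *Fasl* was 60.4 ± 19.0 FPKM (SD, n = 3) in naive WT mice, a log2 fold change of 0.87 (standard error 0.23, adjusted p = 0.0478) after DC/Gal. It did not pass with the replicate number as a block shared by all lung libraries (adjusted p = 0.0621). *Gzma* had a log2 fold change of 2.36 (standard error 0.75) and did not pass (adjusted p = 0.0887), with every DC/Gal library above every naive library. The call of *Gzmb* was lost without naive WT replicate 2 or 3 or any 1 DC/Gal WT library (adjusted p of 0.06 to 0.123), and that of *Fasl* without naive WT replicate 2 or 3 or DC/Gal WT replicate 1 or 3 (adjusted p of 0.101 to 0.188). The FPKM values of these and other genes in the 4 groups are plotted by library.

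**Figure D3:**
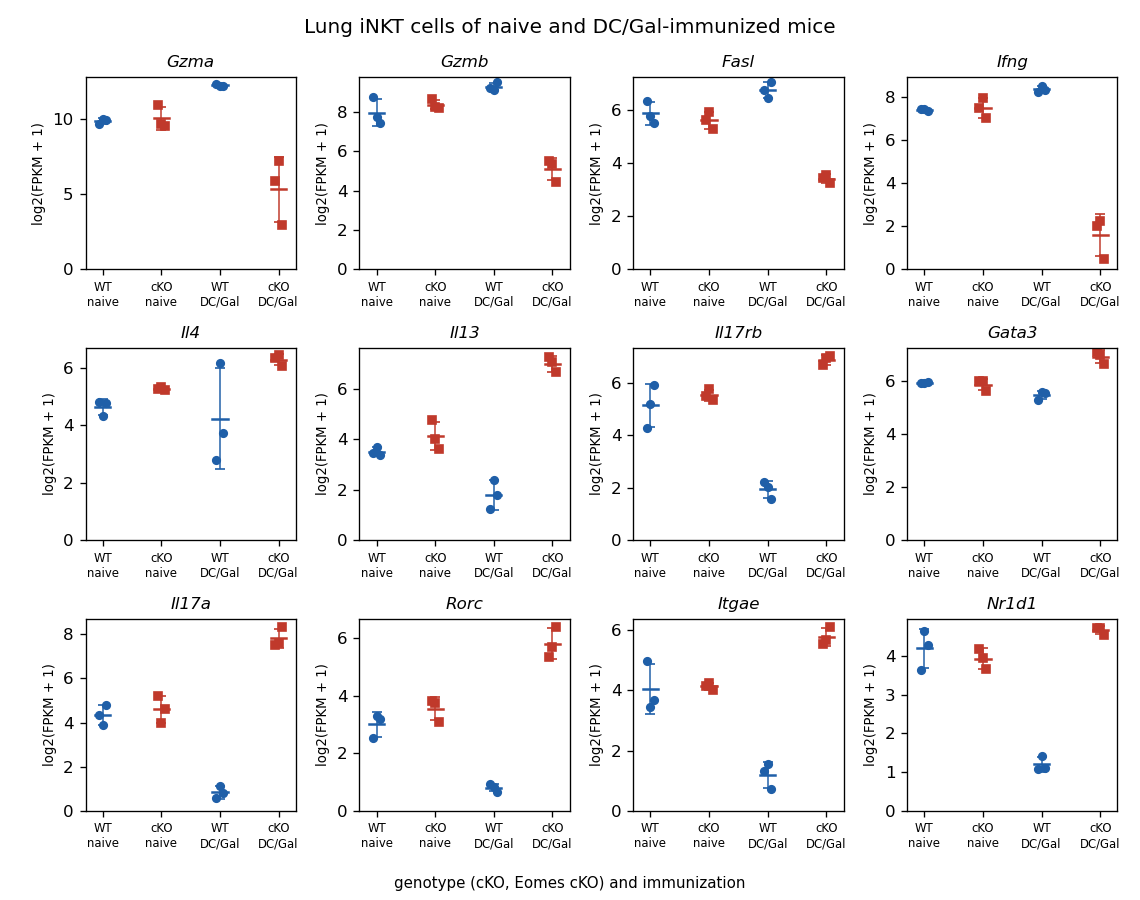
Expression in lung iNKT cells as log2(FPKM + 1) by library (circles, WT; squares, Eomes cKO), with the mean as a line and the SD as a bar (n = 3 per group). *Gzma* lies at 5014, 4676 and 4618 FPKM in DC/Gal WT libraries and at 56.4, 142 and 6.74 FPKM in DC/Gal Eomes cKO libraries, and *Il17a* at 0.485, 1.21 and 0.753 and 183, 197 and 318 FPKM.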

Transcripts encoding NKT1 effector molecules, e.g., *GzmA, GzmB*, and *Fasl*, were more highly expressed in iNKT from WT mice injected with DC/Gal than in untreated or DC/Gal-injected Eomes cKO mice (Fig. 8a). 

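After DC/Gal, type 2 and type 17 transcripts of lung iNKT cells were higher in Eomes cKO mice than in WT mice. *Il13* was 2.67 ± 1.48 FPKM (SD, n = 3) in WT and 131 ± 27.9 FPKM (SD, n = 3) in Eomes cKO mice given DC/Gal, a log2 fold change of 5.22 (standard error 0.32, adjusted p = 5.68e-07). *Il17a*, the gene of the cytokine IL-17A, was 0.815 ± 0.365 FPKM (SD, n = 3) in WT and 233 ± 74.4 FPKM (SD, n = 3) in Eomes cKO mice, a log2 fold change of 6.98 (standard error 0.33, adjusted p = 1.13e-07). *Rorc* was 0.756 ± 0.157 FPKM (SD, n = 3) in WT and 57.3 ± 22.2 FPKM (SD, n = 3) in Eomes cKO mice, a log2 fold change of 4.99 (standard error 0.30, adjusted p = 5.18e-07). All 7 NKT2-related genes of Fig. 8b and all 6 NKT17-related genes of Fig. 8c were higher in Eomes cKO mice (7 and 6 when adjusted over each list alone). The paper does not say how it selected them, so these counts are not taken as independent evidence.
Of the NKT2-related genes, log2 fold changes were 4.94 for *Il17rb*, 2.52 for *Ccr4*, 1.44 for *Gata3*, which encodes the master regulator of type 2 cells, 1.53 for *Irf4*, 1.00 for *Zbtb16* and 2.06 for *Il4*. Of the NKT17-related genes, they were 4.57 for *Itgae*, which encodes the integrin CD103, 3.46 for *Nr1d1*, 1.60 for the chemokine receptor gene *Ccr2* and 0.74 for *Ikzf3*. Of 16 type 2 genes listed from general knowledge, 13 were higher and none was lower (13 higher when adjusted over the list alone), including *Areg* (3.99), *Il1rl1* (4.57), the IL-33 receptor gene, and *Nfil3* (1.69). Of 19 type 17 genes, 18 were higher and none was lower (18 higher when adjusted over the list alone), including *Sdc1* (5.98), which encodes the NKT17 surface marker syndecan-1, and *Il17re* (3.43). The type 2 list holds all NKT2-related genes but *Zbtb16*, and the type 17 list holds *Rorc*, *Il17a* and *Itgae*. The lists from general knowledge are thus not separate evidence. These 4 lists kept their calls with an estimated correlation (adjusted p = 0.00794 for NKT2-related genes and 0.00544 for the other 3 lists with an estimated correlation).
Marker lists of other lymphocytes that use the same programs moved too. Of 9 markers of type 2 innate lymphoid cells, 7 were higher and 1 was lower (7 and 1 when adjusted over the list alone), of which several, such as *Il5*, *Areg*, *Il1rl1* and *Gata3*, are also on the type 2 list, and the lower one is *Klrg1*. Of 3 markers of γδ T cells, all 3 were higher (3 when adjusted over the list alone), of which *Blk* (3.83) is also on the type 17 list and *Cd163l1* (1.61) and *Sox13* (1.34) are not. The call of *Il4* was lost without any 1 DC/Gal library other than WT replicate 2 (adjusted p of 0.0727 to 0.131), that of *Zbtb16* without WT replicate 2 (0.0655) or Eomes cKO replicate 3 (0.0746), and that of *Ikzf3* without WT replicate 1 or 2 or Eomes cKO replicate 1 or 2 (0.0576 to 0.0861).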

The iNKT cells in DC/Gal-injected Eomes cKO mice showed high level expression of transcripts encoding NKT2 or NKT17 type cytokines and chemokines (*Ccr2, Ccr4, Il17rb, Il13, Il17a*) and signaling pathway molecules (*Gata3, Irf4, Zbtb16, Ikzf3, Rorc*, and *Nr1d1*) (Fig. 8b, c). Thus, when DC/Gal was administered, NKT1 cells were increased in WT mice, whereas NKT2 and NKT17 cells were increased in Eomes cKO mice. 

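In WT mice, DC/Gal was followed by higher levels of some effector and cell cycle transcripts in lung iNKT cells and by lower levels of some type 2 and type 17 transcripts. In Eomes cKO mice, most NKT2- and NKT17-related genes of Fig. 8 rose (6 of 7 and 4 of 6) and most NKT1-related genes fell (8 of 10). *Klrg1* was 57.8 ± 14.3 FPKM (SD, n = 3) in naive WT and 316 ± 29.1 FPKM (SD, n = 3) in DC/Gal WT mice, a log2 fold change of 2.46 (standard error 0.41, adjusted p = 0.00624). *Il17rb* was 38.0 ± 20.5 FPKM (SD, n = 3) in naive WT and 2.88 ± 0.850 FPKM (SD, n = 3) in DC/Gal WT mice, a log2 fold change of -3.21 (standard error 0.32, adjusted p = 0.000187). In Eomes cKO mice, *Il13* was 17.6 ± 7.62 FPKM (SD, n = 3) in naive mice and had a log2 fold change of 2.88 (standard error 0.32, adjusted p = 0.000186) after DC/Gal.
In WT mice, 4 of the 10 NKT1-related genes of Fig. 8a were higher after DC/Gal and none was lower (10 higher when adjusted over the list alone). Besides *Klrg1*, these were *Ccl4* (2.36), *Gzmb* and *Fasl*. *Tbx21* (0.86, adjusted p = 0.224), *Ccl5* (1.85, adjusted p = 0.0649) and *Ifng* (0.95, adjusted p = 0.164) did not pass. The list was higher in camera's test (adjusted p = 5.12e-07, and adjusted p = 0.137 with an estimated correlation). Of 22 proliferation genes, 7 were higher and none was lower in WT mice (17 higher when adjusted over the list alone; adjusted p = 0.173 with an estimated correlation), including *Top2a* (1.79) and *Mcm3* (1.11). Of 15 genes of naive and central memory T cells, 7 were lower and none was higher (10 lower when adjusted over the list alone), including *Il7r* (-3.14) and *Ccr7* (-2.81). Of the 6 NKT17-related genes, 4 were lower (4 when adjusted over the list alone), with log2 fold changes of -3.50 for *Il17a* and -2.19 for *Rorc*, and of the 7 NKT2-related genes, 2 were lower (3 when adjusted over the list alone; adjusted p = 0.107 with an estimated correlation). The naive and central memory and NKT17 lists kept their calls with an estimated correlation, and the NKT1, proliferation and NKT2 lists lost theirs.
In Eomes cKO mice, 8 of the 10 NKT1-related genes were lower after DC/Gal (9 when adjusted over the list alone), including *Ifng* (-5.91), *Gzma* (-4.70) and *Fasl* (-2.21). Of the 7 NKT2-related genes, 6 were higher (6 when adjusted over the list alone), including *Gata3* (1.05) and *Irf4* (1.83), and of the 6 NKT17-related genes, 4 were higher (6 when adjusted over the list alone), including *Il17a* (3.22), *Rorc* (2.25) and *Ikzf3* (1.25). These 3 lists, which were selected by the paper on a basis not stated and are not taken as independent evidence, kept their calls with an estimated correlation. Of 7 markers of B and plasma cells, which a sort of CD19-negative cells would largely leave out, 4 were lower in WT mice after DC/Gal (6 when adjusted over the list alone; adjusted p = 0.126 with an estimated correlation), including *Cd79a* (-2.89). In Eomes cKO mice, 3 of the 7 were lower (5 when adjusted over the list alone; adjusted p = 0.217 with an estimated correlation), including *Cd79a* (-2.22) and *Igj* (-3.44), which did not pass without DC/Gal Eomes cKO replicate 2 or 3 (adjusted p of 0.0652 to 0.0852). Of 9 markers of dendritic cells and MHC class II, 3 were lower in Eomes cKO mice after DC/Gal (6 when adjusted over the list alone), including *H2-Ab1* (-3.38). Their list was lower in camera's test (adjusted p = 0.00264, and adjusted p = 0.285 with an estimated correlation), a call lost without naive Eomes cKO replicate 3 (0.0613). The list of ribosomal protein genes was lower after DC/Gal in WT and in Eomes cKO mice (adjusted p = 1.79e-06 and 1.36e-06, and adjusted p = 0.420 and 0.318 with an estimated correlation), with 1 and 0 of 20 genes lower over all genes (3 and 12 when adjusted over the list alone). In Eomes cKO mice, the list of mitochondrial respiration genes was lower too (adjusted p = 0.0228, and adjusted p = 0.541 with an estimated correlation), with none of 15 genes lower over all genes or when adjusted over the list alone, a call lost without naive Eomes cKO replicate 1 or 3 or DC/Gal Eomes cKO replicate 2 or 3 (adjusted p of 0.0512 to 0.0956). The list of monocyte and neutrophil markers was lower in WT and in Eomes cKO mice (adjusted p = 0.0366 and 0.000997, and adjusted p = 0.614 and 0.315 with an estimated correlation), with 0 and 1 of 17 genes lower over all genes (0 and 1 when adjusted over the list alone), and the WT call was lost without naive WT replicate 1 (0.0523) or 2 (0.398) or DC/Gal WT replicate 3 (0.393). In WT mice, the list of lung epithelium and endothelium markers was also lower (adjusted p = 0.00105, and adjusted p = 0.173 with an estimated correlation), with 1 of 8 genes lower over all genes (2 when adjusted over the list alone).
In WT mice, 338 genes were higher and 326 lower after DC/Gal, and in Eomes cKO mice 420 and 463. The balance depended on the scaling. On a scale of equal library sums, 488 were higher and 329 lower in WT and 718 were higher and 299 lower in Eomes cKO mice, and with quantile normalization 319 were higher and 399 lower in WT and 503 were higher and 466 lower in Eomes cKO mice. The WT count was 411 and 346 without naive WT replicate 1 and 3, 239 and 203 without DC/Gal WT replicate 1 and 3, and 423 with only the 6 WT libraries in the fit. The Eomes cKO count was 486, 497 and 445 without DC/Gal Eomes cKO replicate 1, 2 and 3, and 464 without both naive Eomes cKO libraries with Y-linked transcripts, a choice made after the data were seen. Of the genes called in Eomes cKO mice, *Klrg1* was lost without DC/Gal Eomes cKO replicate 1 or 3 (adjusted p of 0.0908 and 0.106), *Ccr4* and *Il17rb* without naive replicate 1 or 3 or any 1 DC/Gal replicate (0.0532 to 0.112), *Zbtb16* without naive replicate 1 or 2 or any 1 DC/Gal replicate (0.0569 to 0.152), and *Itgae* without DC/Gal replicate 3 (0.0672). *H2-Ab1* was not called without naive replicate 2 or 3 or any 1 DC/Gal replicate, with an adjusted p of 0.0534 to 0.152. From the opposite levels of these transcripts in the 2 genotypes after DC/Gal, the paper concludes that DC/Gal increased NKT1 cells in WT mice and NKT2 and NKT17 cells in Eomes cKO mice.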

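The response of lung iNKT cells to DC/Gal differed between WT and Eomes cKO mice in opposite directions for type 1 transcripts and for type 2 and type 17 transcripts. The difference itself was tested as the interaction, in which a negative value is a smaller rise or a larger fall in Eomes cKO than in WT mice. All 10 NKT1-related genes of Fig. 8a had a negative interaction (10 when adjusted over the list alone), from -7.07 for *Gzma* (standard error 1.07, adjusted p = 0.00156) to -0.98 for *Runx3* (standard error 0.27, adjusted p = 0.0431). Of the 7 NKT2-related genes, 5 had a positive interaction (6 when adjusted over the list alone), including *Il13* (4.60, standard error 0.45, adjusted p = 6.73e-05) and *Gata3* (1.52, standard error 0.22, adjusted p = 0.00118). *Il4* (1.42, adjusted p = 0.378) and *Zbtb16* (1.13, adjusted p = 0.0770) did not pass. Of the 6 NKT17-related genes, 5 had a positive interaction (6 when adjusted over the list alone), including *Il17a* (6.72, standard error 0.47, adjusted p = 1.35e-05) and *Rorc* (4.44, standard error 0.43, adjusted p = 6.05e-05), and *Ikzf3* did not pass (0.95, adjusted p = 0.0542). The basis on which the paper selected these genes is not stated, so the counts are not taken as independent evidence. Lung libraries of the same number were correlated across naive and DC/Gal mice in each pair of WT libraries but not of Eomes cKO libraries. With the number as a block, *Runx3* (adjusted p = 0.0591) and *Ccr2* (adjusted p = 0.0545) did not pass, and 9 NKT1-related genes had a negative interaction.
Lists made from general knowledge went the same ways. They share genes with those of Fig. 8 and are not separate evidence. The NK receptor list holds *Klrg1*, the type 17 list *Rorc*, *Il17a* and *Itgae*, and the type 2 list all NKT2-related genes but *Zbtb16*. Of 26 NK receptor genes, 18 had a negative interaction and none a positive one (19 when adjusted over the list alone), including *Klra1* (-4.81). Of 16 type 2 genes, 12 had a positive interaction and none a negative one (12 when adjusted over the list alone), including *Areg* (3.63), and of 19 type 17 genes, 13 had a positive interaction and none a negative one (15 when adjusted over the list alone), including *Sdc1* (4.76). All 6 lists were called with an estimated correlation (adjusted p of 0.0127 to 0.0215 with an estimated correlation). The list of mitochondrial respiration genes had a negative interaction in camera's test (adjusted p = 0.00909, and adjusted p = 0.497 with an estimated correlation) and that of lung epithelium and endothelium markers a positive one (adjusted p = 0.0274, and adjusted p = 0.304 with an estimated correlation). Of their 15 and 8 genes, 0 and 1 passed over all genes (0 and 4 when adjusted over the list alone). The first call was lost without DC/Gal WT replicate 2 (0.0785), and the second without naive WT replicate 2 or DC/Gal WT replicate 3 or DC/Gal Eomes cKO replicate 1 (adjusted p of 0.0502 to 0.205). Over all genes tested, the interaction was positive for 354 genes and negative for 511. On a scale of equal library sums it was positive for 420 and negative for 359, and with quantile normalization for 464 and 455, so the majority depended on the scaling. The total was 568 without DC/Gal Eomes cKO replicate 2 and 485 without both naive Eomes cKO libraries with Y-linked transcripts, which were chosen after the data were seen. The call of *Runx3* was lost without any 1 library other than naive WT replicate 1 and DC/Gal WT replicate 2 (adjusted p of 0.0518 to 0.110), *Irf8* without any 1 naive or DC/Gal library other than naive WT replicate 2 and DC/Gal Eomes cKO replicates 2 and 3 (0.0607 to 0.0973), *Ccr4* without any 1 library other than naive WT replicate 1, naive Eomes cKO replicate 2 and DC/Gal WT replicate 2 (0.0756 to 0.103), *Ccr2* without any 1 library other than naive WT replicate 1, naive Eomes cKO replicate 1 and DC/Gal WT replicate 3 (0.0823 to 0.119), and *Irf4* without DC/Gal WT replicate 1 or DC/Gal Eomes cKO replicate 3 (0.0519 to 0.0580). *Il4* passed without DC/Gal WT replicate 2 (0.00193), and *Ikzf3* without DC/Gal WT replicate 3 (0.0435) or naive Eomes cKO replicate 1 (0.0154).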

The NKT1 transcript signatures are therefore reciprocally regulated by Eomes with transcripts of NKT2 and NKT17 cells during their activation in peripheral organs.

**Fig. 7:**
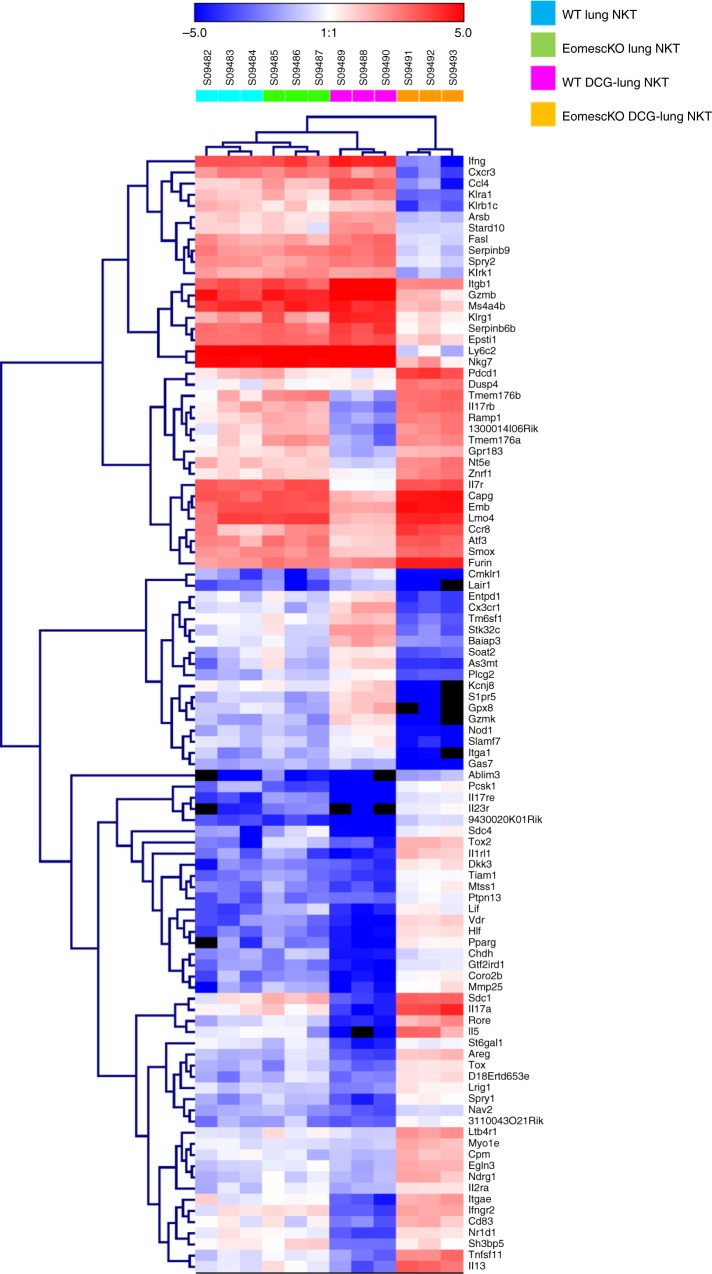
Differentially expressed genes between iNKT cells from naive or DC/Gal primed WT and Eomes cKO mice. WT and Eomes cKO mice were immunized i.v. with DC/Gal. One week later, lung iNKT cells were sorted and analyzed by RNA-Seq. The differential expression analysis was performed using an R based package, EdgeR with the raw counts from RNA-seq data of lung iNKT cells from DC/Gal primed WT and Eomes cKO mice (*n* = 3). Clustering data of top 100 differentially expressed genes are shown in a heat map format with their gene symbols

**Fig. 8:**
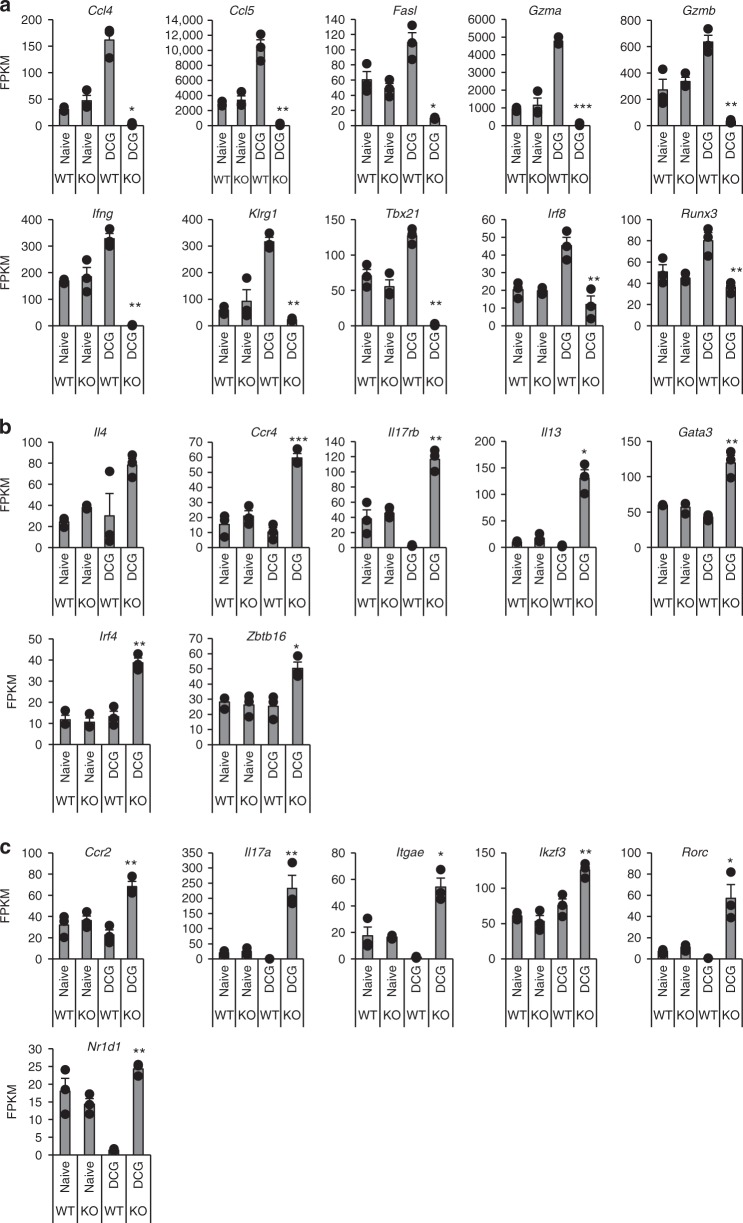
Comparison of RNA profiles of lung iNKT cells from naive or DC/Gal primed WT and Eomes cKO mice. WT and Eomes cKO mice were immunized i.v. with DC/Gal. One week later, lung iNKT cells were sorted and analyzed by RNA-Seq. **a**–**c** Expression levels (expressed as FPKM) from selected NKT1 (**a**) or NKT2 (**b**) or NKT17 (**c**) subset-specific genes of the lung iNKT cells between naïve or DC/Gal-primed WT and Eomes cKO mice were compared. (*n* = 3, mean ± SEM). (WT DC/Gal vs cKO DC/Gal, *p < 0.05, **p < 0.01, ***< *p* < 0.001, two-tailed Student’s *t*-test)

## Discussion

Eomes is well known to regulate the differentiation of certain effector cells, such as CD4^+^ and CD8^+^ T cells and NK cells, and is also involved in memory T cell induction^23^. In the current study, we demonstrated an impact of Eomes on iNKT differentiation in the thymus and on the activation program in peripheral iNKT cells. Eomes controls the differentiation from the iNKT precursor to NKT1 cells in the thymus. In addition, Eomes also regulates NKT1 cell differentiation in the peripheral tissues. We previously showed that after activation with the iNKT ligand-loaded DCs in the peripheral tissues, some activated iNKT cells become skewed toward long-term memory type NKT1 cells. However, they fail to do so in the Eomes cKO mice.

Three recent studies analyzed global gene expression profiles of thymic NKT1, NKT2, and NKT17 cells and their enhancer landscape and revealed that the three subsets are transcriptionally distinct^24–26^. Engel et al. identified the enhancer profiles of each NKT subset by H3K27ac Chip-Seq^25^. They found that enhancers in NKT1, NKT2, and NKT17 cells that had increased H3K27ac showed enrichment at binding motifs for T-bet, Gata family and Rorγt, respectively. With regard to Eomes, they described enrichment at Eomes binding motifs in the enhancers in NKT1 cells. However, because expression of Eomes in iNKT cells was low, they suspected that this finding might reflect the activity of another transcription factor with a similar motif^25^. It is true that Eomes expression is quite low in iNKT cells in the steady state (Figs 1, 5). Some studies previously proposed that stage 0 iNKT cells received a stronger TCR signal during selection rather than mature iNKT cells using Nur77^GFP^ mice, which upregulate GFP in response to Ag receptor but not inflammatory signals^16,17^. Indeed, we showed that among thymic iNKT cells, the highest expression of Eomes was in stage 0 iNKT cells and then it decreased in stage 1–3 iNKT cells. We also showed that upregulation of Eomes in the thymic iNKT cells was induced by TCR stimulation in vitro (Fig. 5). Both of these findings suggest that *Eomes* upregulation during iNKT cell development in thymus may be induced by TCR signaling.

The relationship between Eomes expression and the acquisition of NKT1 cell phenotype and function during the development of iNKT cells in the thymus is unclear. It is known that different NKT cell subsets express different levels of TCR^26,27^. In addition to such TCR signal strength, transcription factors, epigenetic changes, and cytokines may play a role in the development of iNKT subsets in the thymus. CD122 is a shared subunit of IL-2 and IL-15 receptors, and responsiveness to IL-15 is essential for the final maturation into Stage 3 iNKT cells^6^. Also, after receiving a signal via CD122-IL-15, the micro-RNA let-7 is upregulated in iNKT precursor cells and that inhibits PLZF, thus skewing NKT1 differentiation^28^. It thus seems possible that IL-15-CD122 may help in the transit from iNKT cell precursor toward NKT1 differentiation. 

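Among NKT2-related genes of thymic iNKT cells, transcripts of the type 2 cytokine IL-13 and of a receptor for IL-25 were higher in Eomes cKO mice than in WT mice. *Il17rb*, the IL-25 receptor gene, was 41.9 ± 3.53 FPKM (SD, n = 3) in WT and 141 ± 62.7 FPKM (SD, n = 3) in Eomes cKO mice, a log2 fold change of 1.62 (standard error 0.29, adjusted p = 0.0358). *Il13* was 13.9 ± 2.00 FPKM (SD, n = 3) in WT and 38.5 ± 14.2 FPKM (SD, n = 3) in Eomes cKO mice, a log2 fold change of 1.34 (standard error 0.27, adjusted p = 0.0405). Of the 7 NKT2-related genes of Figs 2f and 8b, 3 were higher and none was lower (6 higher when adjusted over the list alone). The chemokine receptor gene *Ccr4* (1.09, adjusted p = 0.0557), *Zbtb16* (0.74, adjusted p = 0.0960), which encodes PLZF, and *Gata3* (-0.02, adjusted p = 0.923) did not pass. Of 12 type 2 genes listed from general knowledge, 5 were higher and none was lower (7 higher when adjusted over the list alone), including *Areg* (1.17), an epidermal growth factor family gene, and *Icos* (0.79), a costimulatory receptor gene. The others of these 5 were *Il4*, *Il13* and *Il17rb*, which are NKT2-related genes of the paper too, so this list is not separate evidence. Of 3 markers of γδ T cells, 1 was higher and none was lower (2 higher when adjusted over the list alone). This was *Sox13* (1.55, adjusted p = 0.0284), a transcription factor gene, which did not pass without any 1 library other than Eomes cKO replicate 3 (adjusted p of 0.0680 to 0.126). The γδ T cell list was higher in camera's test (adjusted p = 0.0361, and adjusted p = 0.444 with an estimated correlation), a call lost without WT replicate 3 (0.0519) or Eomes cKO replicate 2 (0.0863) or 3 (0.05002).
Of the 6 NKT17-related genes of Fig. 8c, none was higher and 1 was lower (1 higher and 1 lower when adjusted over the list alone). *Ikzf3*, which encodes the transcription factor Aiolos, was 60.3 ± 3.96 FPKM (SD, n = 3) in WT and 23.3 ± 1.35 FPKM (SD, n = 3) in Eomes cKO mice, a log2 fold change of -1.33 (standard error 0.11, adjusted p = 0.00462). *Rorc*, which encodes RORγt, had a log2 fold change of 0.32 (adjusted p = 0.604), *Il17a* one of 0.00 and *Nr1d1*, a clock gene, one of 1.02 (adjusted p = 0.0960). How the paper selected the genes of Figs 2f, 8b and 8c is not stated, so their counts are not taken as independent evidence. Of 17 type 17 genes listed from general knowledge, none was higher or lower, over all genes or when adjusted over the list alone. The median log2 fold change of this list was -0.08 with all libraries and 0.28 without Eomes cKO replicate 4, where the list was higher in camera's test (adjusted p = 0.0445). With the replicate number as a block, the list was higher too, with a median of 0.353 (adjusted p = 0.000105). The genotypes share only numbers 2 and 3, so the block fit also takes the difference without Eomes cKO replicate 4. It is thus not a separate result. With all libraries and no block, the list was not called (adjusted p = 0.801 in camera's test). The type 2 list was higher with all libraries (adjusted p = 0.00153 in camera's test, adjusted p = 0.444 with an estimated correlation) but not without Eomes cKO replicate 3 (adjusted p = 0.0504). *Il13* and *Il17rb* did not pass without any 1 library other than Eomes cKO replicate 3 (adjusted p of 0.0594 to 0.161).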

By transcriptome analysis of thymic iNKT cells from WT and Eomes cKO mice, we found that expression of NKT1-specific molecules, i.e., cytokine and chemokine receptors as well as cytokines, chemokines and transcription factors, was decreased, whereas NKT2- and NKT17-related molecules were upregulated (Fig. 2e, f)^6,26,27,29^. These may be affected by the altered ratio of NKT1, 2 and 17 cells. However, it was previously reported that CD122 expression is a direct target of Eomes in T cells^9^. There thus remains the possibility of direct regulation of CD122 by Eomes in iNKT cells. In elucidating an interaction between Eomes and CD122 in the development of thymic NKT1 cells, further studies of whether it interacts directly or indirectly through other cytokines or transcription factors will be required.

Klrg1^+^ iNKT cells in the lung were generated and maintained for the long term after administration of DC/Gal (Fig. 9)^7^. These cells displayed NKT1-like cytokine and chemokine profiles (predominant IFN-γ, CCL3, -4, and -5 production) and prolonged survival as memory-like iNKT cells expressing Tbx21, Runx3, and Eomes. The molecular mechanism by which the Klrg1^+^ iNKT population is generated after administration of DC/Gal is not yet clearly defined. As previously reported, NKT2 cells localize inside the blood vasculature and NKT17 cells reside within the lung parenchyma, whereas NKT1 cells were detected in both vasculature and parenchyma^22^. Intravenously administered DC/Gal can be trapped and retained in the lung for at least 24 h^7^. Therefore, these intravascular iNKT cells in the lung could interact directly with DC/Gal, thereby receiving TCR as well as cytokine signaling. In the current study, we demonstrated that Klrg1^+^ iNKT cells are not generated in Eomes cKO mice, even after administration of DC/Gal. These results clearly imply that generation of Klrg1^+^ iNKT cells requires Eomes expression (Fig. 9). Given that Klrg1^+^ iNKT cells express Eomes, TCR signaling and cytokine signaling may reactivate Eomes expression and switch the peripheral differentiation of NKT1 cells into the Klrg1^+^ iNKT cell pathway. Taken together, Eomes is crucial, not only for the development of iNKT cells in the thymus, but also for their further differentiation in the periphery.

**Fig. 9:**
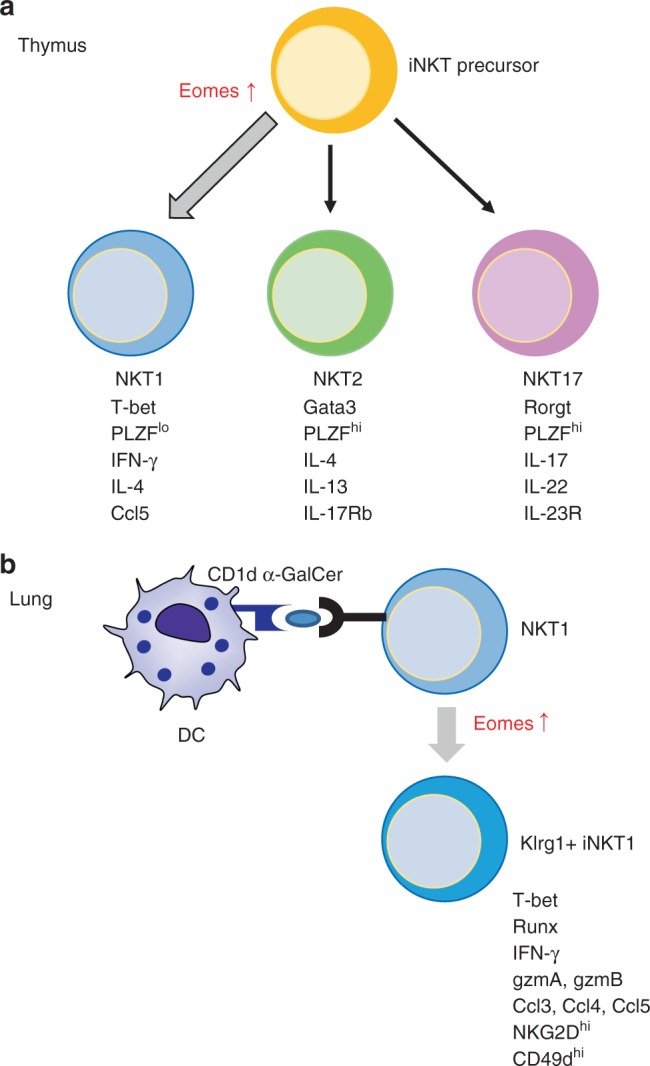
The model depicting the role of Eomes during iNKT development in the thymus (**a**) and differentiation in the lung (**b**) (see Discussion for details)

## Methods

### Mice

C57BL/6 mice and B6.PL were purchased from CLEA Japan and Jackson Laboratory respectively. Eomes^Exon1-f/Exon1-f^-CD4Cre^*+*^ mice (Eomes cKO) were kindly provided by Dr. T. Nakayama (Chiba University) and Dr. Steven L. Reiner (Columbia University) and backcrossed to C57BL/6 mice for 12 generations. Mice 6–8 wk of age were used for experiments. All the mice were maintained under specific pathogen-free conditions and all procedures were performed in compliance with the protocols approved by the Institutional Animal Care Committee at RIKEN. Mixed-bone marrow (BM) chimeras containing wild-type (CD45.1^−^CD45.2^+^CD90.2^+^) and Eomes cKO BM (CD45.1^+^CD45.2^+^CD90.2^+^) at a ratio of 1:1 were generated by lethal irradiation of B6.PL recipients (CD45.1^−^CD45.2^+^CD90.2^+^) (two doses of 5 Gy each), followed by reconstitution by intravenous injection of 1 × 10^7^ donor BM cells. Mixed BM transfer mice were analyzed 8 weeks after transplantation.

### Cell preparation

Thymocytes and splenocytes were obtained by pressing thymus and spleen through a 70 μm cell strainer and erythrocytes were lysed with ACK lysing buffer (GIBCO) followed by two washes in RPMI. For isolation of lung and liver MNCs, the tissues were digested with collagenase D (Roche) and then layered on Percoll gradients (40/60%) (Amersham Pharmacia Biotec) and centrifuged for 20 min at 900 × *g*. BM-derived DCs were generated in the presence of GM-CSF and pulsed with 100 ng ml^−1^ α-GalCer for 48 h from day 6 and matured by LPS as previously described^30^. For RNA isolation from thymic iNKT cells, thymocytes were enriched for iNKT cells by negative selection using anti-CD8 micro beads (Milteny Biotec) and MACS magnet and LS columns. The remaining cells were stained with CD1d-dimers loaded with α-GalCer followed by anti-Mouse IgG-PE and anti-TCR-β-PB and Lived/Dead Aqua. Then, TCRβ^int^ CD1d-dimer/Gal^+^ cells (iNKT cells) were sorted with a FACSAria (BD) (purity, >95%). For RNA isolation from thymic iNKT cell stages or subsets, thymus cell suspensions were pooled from 6 WT mice. Each iNKT cell (CD1d-tet/Gal^+^TCRb^int^) stage was sorted as followed: stage 0 (CD8^−^CD24^+^CD44^−^NK1.1^−^CD69^+^), stage 1 (CD24^−^CD44^−^NK1.1^−^), stage 2 (CD24^−^CD44^+^NK1.1^−^), stage 3 (CD24^−^CD44^+^NK1.1^+^) **(**Supplementary Fig. 4a). iNKT subsets (CD1d-tet/Gal^+^TCRb^int^) were sorted as followed:^25^ NKT0 (CD8^−^CD24^+^CD44^−^NK1.1^−^), NKT1(CD24^−^NK1.1^+^CD27^+^CCR6^−^), NKT2 (CD24^−^NK1.1^−^CD27^+^CD4^+^), NKT17 (CD24^−^CD27^−^CD4^−^CCR6^+^CD103^+^) (Supplementary Fig. 4b). For RNA isolation from lung iNKT cells, lung MNCs were stained with CD1d-dimers loaded with α-GalCer, followed by anti-Mouse IgG-PE and anti-CD19-PB and Lived/Dead Aqua. Then, CD19^−^ CD1d-dimer/Gal^+^ cells (iNKT cells) were sorted with a FACSAria (BD).

### Flow cytometry

The following monoclonal antibodies (mAbs) were purchased from BD Bioscience, BioLegend, or e-Bioscience: anti-CD4 (GK1.5), anti-CD8 (53.67), anti-CD16/32 (93), anti-CD19 (6D5), anti-CD24 (M1/19), anti-CD27(LG.3A10), anti-TCRβ (H57-597), anti-CD43 (S7), anti-CD44 (1M7), anti-CD11a (M17/4), anti-CD69 (H1.2F3), anti-NKG2D (CX5), anti-NK1.1 (PK136), anti-CD103 (2E7), anti-CCR6 (29-2L17), anti-CD122 (TM-β1), anti-CD45.1 (A20), anti-CD45.2 (104), anti-EGR2 (erongr2), anti-T-bet (eBio4B10), anti-Gata3 (TWAJ), anti-Rorγ (B2D), anti-PLZF (9E12), anti-Eomes (Dan11mag), anti-IFN-γ (XMG1.2), anti-IL-4 (11B11), anti-IL-17 (TC11-18H10), anti-IL-17RB(9B10) and CD1d-dimers. CD1d-tetramers were purchased from MBL. Fixable Aqua Dead Cell stain kit (Invitrogen) was used to eliminate dead cells. Intracellular staining for transcription factors was performed using the eBioscience Foxp3 Staining Buffer Kit. Intracellular staining for cytokines was performed using the BD Cytofix/Cytoperm™ Kit. For analysis, a FACSCalibur, Canto II or LSRFortessa X-20 instrument and the CELLQuest or FACSDiva (BD Biosciences) or FlowJo software (v10.3B2) packages were used.

### Activation of iNKT cells

For in vivo activation, mice were administered 1 μg α-GalCer (Funakoshi) by i.v. injection. Two hours later, splenocytes were analyzed for cytokine production. For in vitro activation, 5 × 10^6^ splenocytes or thymocytes were stimulated with 50 ng/ml PMA (SIGMA) and 500 ng/ml ionomycin (SIGMA) in the presence of GolgiPlug (BD) for 6 h. In some experiments, sorted thymic iNKT cells were stimulated with 10 μg/ml immobilized anti-CD3 mAb and 2 μg/ml soluble anti-CD28 mAb for 16 h or 48 h.

### Quantitative PCR

Cells were lysed in TRIzol LS (Invitrogen) and the RNA precipitation was done with 20 μg RNAase-free glycogen (Invitrogen) and 500 μl Isopropanol (SIGMA). The RNA pellets were washed with 1 ml of 70% cold ethanol. Extracted RNA was quantified with Quant-iT™ RiboGreen® RNA Assay Kit (Thermo Fisher Scientific). cDNA synthesis was performed with the Ovation qPCR system (Nugen) from 10 ng RNA as a template. When RNA concentration was lower than 2.5 ng/μg, SMART-Seq v4 Ultra Low Input RNA kit (Takara Bio) was used for cDNA synthesis from 1 ng RNA as a template.

Quantitative PCR was performed using a StepOne Plus instrument (Applied Biosystems) with FastStart Universal Probe Master mix (Roche). The following primer pair and probes were used: Eomes (forward) 5′-accggcaccaaactgaga-3′, (reverse) 5′-aagctcaagaaaggaaacatgc-3′, UPL probe #9. HPRT1 (forward) 5′-cctcctcagaccgcttttt-3′, (reverse) 5′-aacctggttcatcatcgctaa-3′, UPL probe #95. Relative gene expression was calculated using the ΔΔCT method with the expression of HPRT1 as the internal control.

### Next-generation sequencing (RNA-seq)

RNA was prepared with the RNeasy Plus Micro Kit (Qiagen). RNA-seq library samples were prepared using an NEBNext Ultra RNA Library Prep Kit for Illumina (New England BioLabs). The sequencing was carried out using a HiSeq1500 equipment (Illumina). The sequence reads were mapped to the mouse genome (NCBI version 37) using TopHat2 (version 2.0.8) and botwie2 (version 2.1.0) with default parameters, and gene annotation was provided by NCBI. Transcript abundances were estimated using Cufflinks (version 2.1.1). Cufflinks was run with the same reference annotation with TopHat2 to generate FPKM (fragments per kilobase per million mapped reads) values for known gene models.

### Chromatin immunoprecipitation (ChIP) and ChIP-qPCR

ChIP was as previously described^31^. Sorted iNKT cells were fixed with 1% formaldehyde for 10 min at RT, followed by quenching of formaldehyde with 125 mM glycine for 5 min at RT. Fixed iNKT cells were frozen by liquid nitrogen, and stored in –80 °C. Cross-linked genomic DNA was lysed in lysis buffer [50 mM Tris-HCl (pH 8.0), 10 mM EDTA (pH 8.0), 1% SDS, and 1 × cOmplete Protease Inhibitor Cocktail (Roche)], and sonicated with a Picoruptor (Diagenode), 15 cycles of sonication (30 s) and interval (30 s) at 4 °C. A complex of Dynabeads Protein G (50 μl, ThermoFisher Scientific) and antibody (5 μg) was formed in 0.02% Tween 20 in PBS for 6 h at 4 °C. Then, ChIP was performed in IP buffer [20 mM Tris-HCl (pH 8.0), 2 mM EDTA (pH 8.0), 1% Triton-X100, 150 mM NaCl, and 1 × cOmplete Protease Inhibitor Cocktail] for 21 h at 4 °C. ChIP samples were washed with wash buffer (50 mM HEPES-KOH (pH 7.5), 500 mM LiCl, 1 mM EDTA, 0.7% sodium deoxycholate, 1% Nonidet P-40) 5 times, followed by a wash with TE buffer (Nippongene) twice. DNA was eluted in elution buffer [50 mM Tris-HCl (pH 8.0), 10 mM EDTA (pH 8.0), 1% SDS, and 40 μg Proteinase K (Wako)] for 16 h at 65 °C. DNA was purified with MinElute PCR Purification Kit (Qiagen). Antibodies for ChIP were anti-H3K9ac (Millipore, #06–599), anti-H3K27ac (Active Motif, #39133), and normal rabbit IgG (Millipore, #12–370). Enrichment was analyzed with qPCR (see above) using the standard curve method. Gene-specific forward and reverse primers are described in Supplementary Table 1.

### Statistical analysis

Statistical analysis was performed using StatMate (Ver 5.01). The *F*-test was used to tests for normal distribution of the data. Differences were analyzed using a two-tailed Student’s *t*-test or Mann–Whitney *U*-test. All data are presented as mean ± SEM. *p* < 0.05 was considered statistically significant.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Description of Additional Supplementary Files

Supplementary information

Supplementary Data 1

## Data Availability

RNA-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) database with accession codes GSE128069. Source data underlying the graphs presented in the main figures is available in Supplementary Data 1.

# Supplementary material for: Eomes transcription factor is required for the development and differentiation of invariant NKT cells
**Source:** Commun Biol. 2019 Apr 29;2:150. doi: 10.1038/s42003-019-0389-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of additional supplementary items**

**Supplementary Data 1** Source data underlying the graph presented in Figures

# Supplementary material for: Eomes transcription factor is required for the development and differentiation of invariant NKT cells
**Source:** Commun Biol. 2019 Apr 29;2:150. doi: 10.1038/s42003-019-0389-3
**Supplement:** Supplementary file 3 — Supplementary information

Supplementary Figure 1

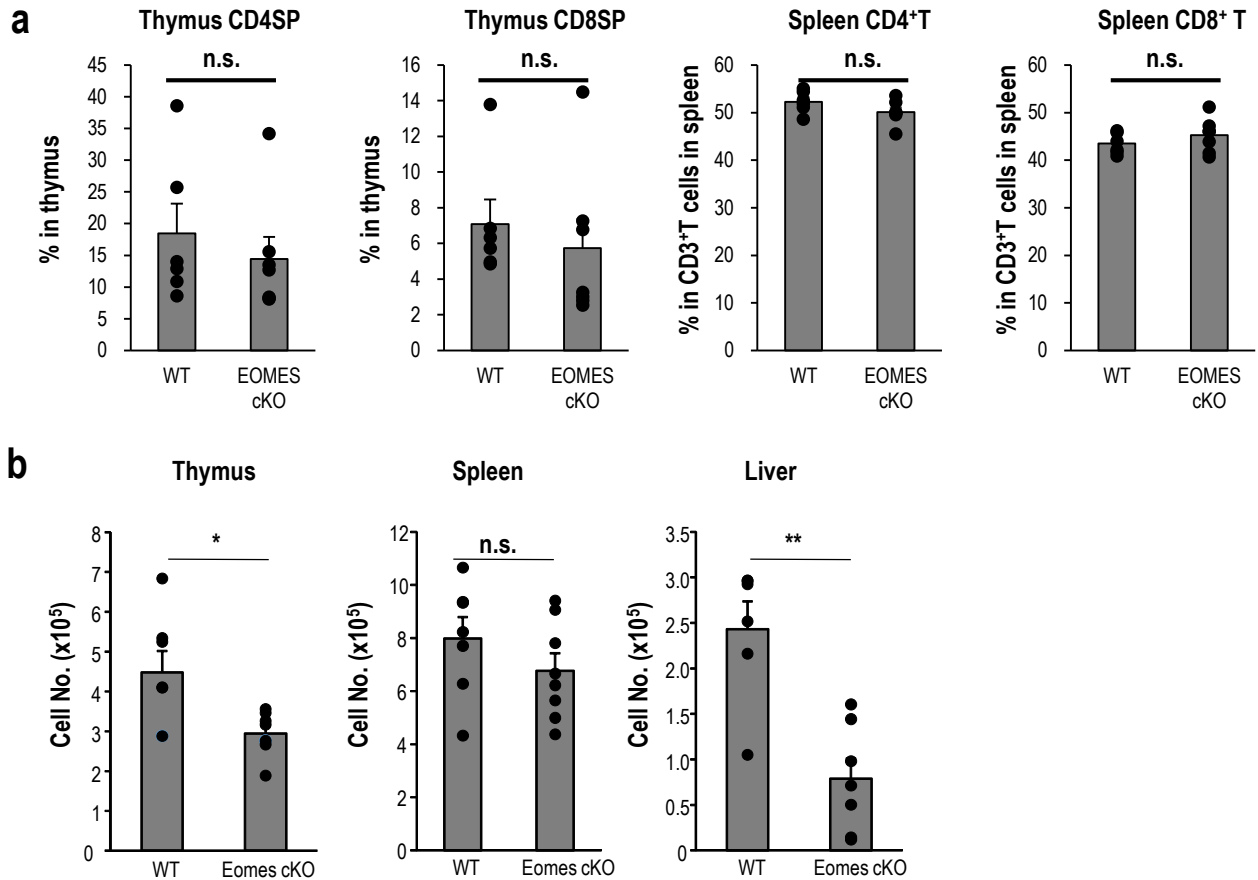

Supplementary Figure 1. The frequencies and cell numbers of T cells and iNKT cell in thymus, spleen and liver of WT and Eomes cKO

a Percentages of CD4 single positive (CD4SP) and CD8 single positive (CD8SP) cells in the thymus, splenic CD4⁺T and CD8⁺T cells of WT and Eomes cKO mice. (n = 6-8, mean $\pm$ SEM).

b Absolute cell number of iNKT cells in the thymus, spleen and liver of WT and Eomes cKO mice. (n = 6-8, mean $\pm$ SEM). Not significant; n.s., *p<0.05, **p<0.01, Mann-Whitney

Supplementary Figure 2

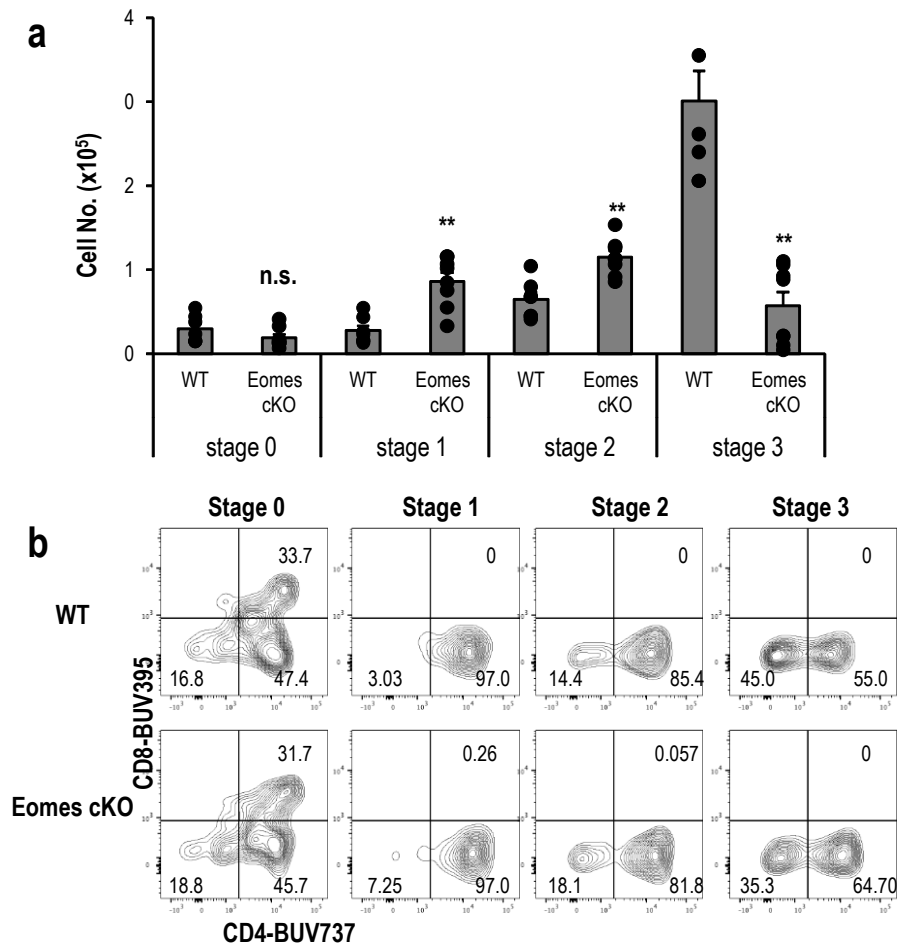

Supplementary Figure 2. Loss of Eomes results in a block in iNKT cell development
a Absolute cell number of iNKT cells at each stage in thymus of WT and Eomes cKO mice. (n = 6-8, mean ± SEM). Not significant; n.s., **p<0.01, Mann-Whitney
b. CD4 and CD8 expression by iNKT cells at each stage in thymus of WT and Eomes cKO mice. Data are representative of two experiments.

Supplementary Figure 3

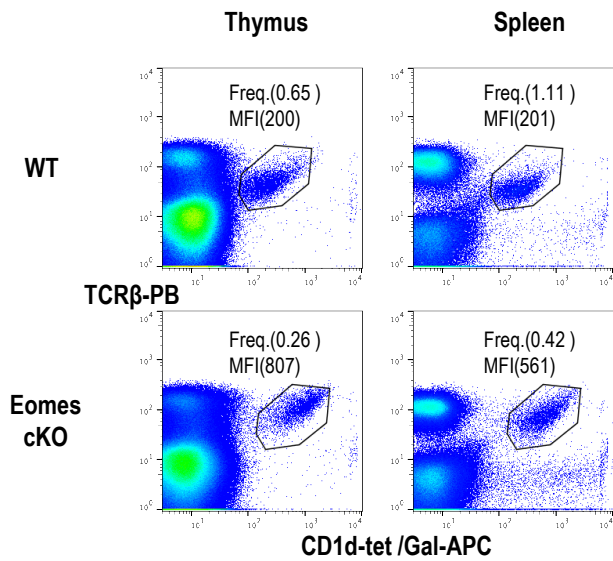

Supplementary Figure 3. Loss of Eomes results in altered Vα14TCR expression by iNKT cells

Expression of Vα14TCR in WT and Eomes cKO mice was assessed by frequency and mean fluorescence intensity (MFI) of FACS analyses. Data shown are representative from 3 experiments.

Supplementary Figure 4

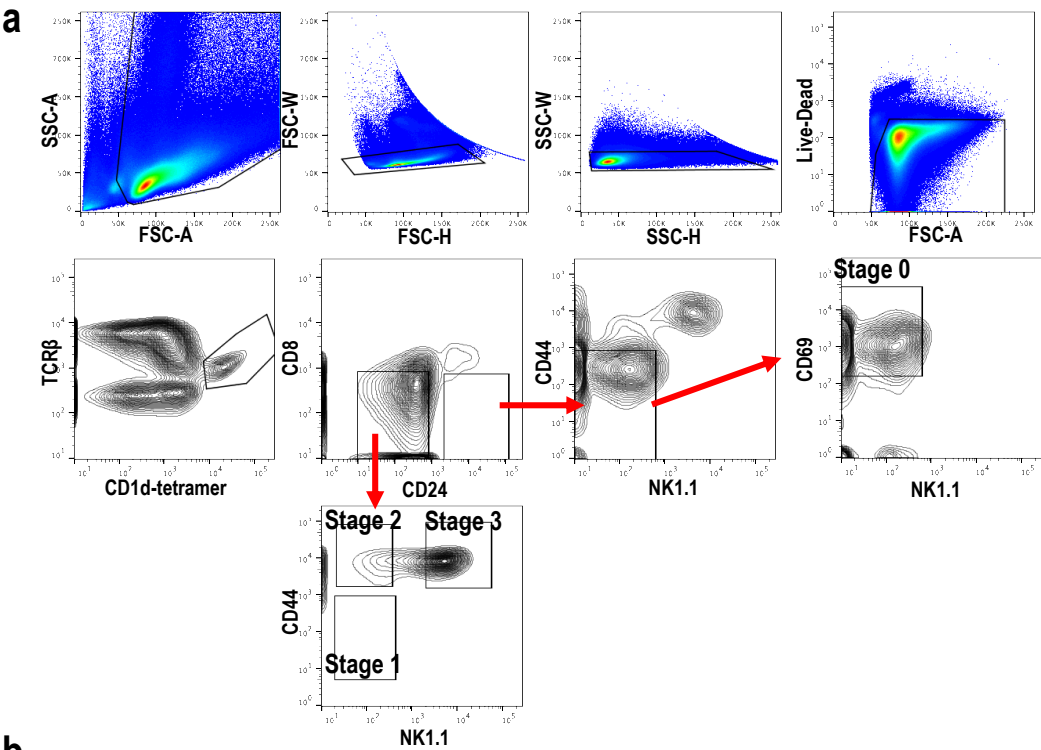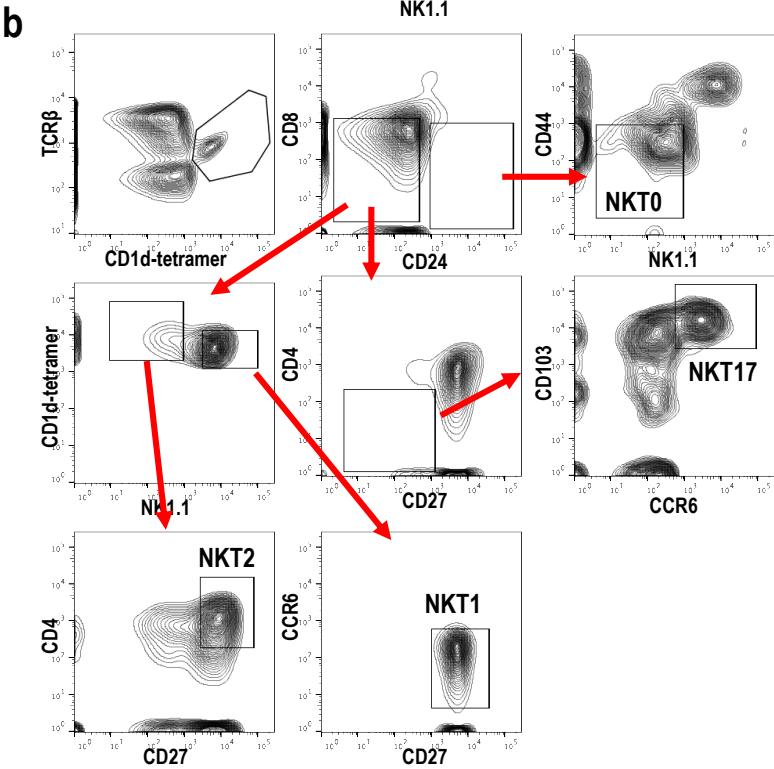

Supplementary Figure 4. Cell-sorting strategy

- a. Sorting strategy for isolating Stage 0, 1, 2 and 3 iNKT cells from thymus.
- b. Sorting strategy for isolating NKT0, 1, 2 and 17 subset from thymus.

Supplementary Table 1. The specific Primer sequences used for Chip-qPCR

Gene	Forward	Reverse
Hba-a1	accaggggaagcacaac	tgcttgctctaccagtaaaactt
Gapdh	ggagctgagtcatggtggtt	tggagggggctgtactaca
Eomes promoter	acaagtttccaagcggtaa	aaccagccatttcctctcg
Eomes +1.6kb	tagcgaaagagggctagctg	gcttctttcaaacttgtgc
Eomes -0.6kb	gaagcccacttcagaagctaga	tccagagatggcaaaaggat

How the deposited data were processed for this re-analysis (not part of the article)

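Measured were the transcripts of sorted iNKT cells in 18 mouse libraries, 3 for each of 6 groups: thymus of WT and Eomes cKO mice, and lung of WT and Eomes cKO mice, naive or 7 days after DC/Gal. The authors mapped the reads with TopHat2 (version 2.0.8) to the mouse genome mm9 and used Cufflinks (version 2.1.1) to make the deposited FPKM values per gene, from which all analyses here start. Raw counts were not used here, so the edgeR analysis that the authors made on counts was not rerun. Each library lists 23234 genes, each once. The 736 small non-coding RNA genes were left out, and the 689 values above 0 but under 1e-06 were set to 0. The FPKM values of 31 genes given in the paper's Supplementary Data 1 lay within 0.1% of the values used here in all 118 pairs of gene and group.
Genes with at least 1 FPKM in at least 3 libraries of a fit were tested on log2(FPKM + 1) in R 4.3.3 with limma 3.58.1 (linear models, empirical Bayes with an intensity trend) and Benjamini-Hochberg adjustment over the genes tested, at an adjusted p under 0.05. The 6 thymic libraries and the 12 lung libraries were fitted apart. Gene lists were tested with camera at a preset correlation between genes of 0.01, adjusted over the lists of a comparison, and as alternatives with camera at an estimated correlation and with fry. Members of a list that passed were counted with the adjustment over all genes and over the list alone. The lists hold genes that the study shows, genes of T cell and iNKT cell functions, signs of RNA quality and cell handling, and markers of other cells. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
The comparisons, tests, gene lists and the rule for naming genes were set before the data were examined. The rule names Eomes, the genes of Figs 2e, 2f and 8a to 8c, whose values in Supplementary Data 1 had been seen, and the genes of the stained proteins. It also names, per comparison, the 10 largest rises and the 10 largest falls among called genes with a mean of at least 10 FPKM in the higher group and no overlap between the libraries of the groups. From each list described it names the 4 members with the smallest p, and from markers of other cells those with the highest mean FPKM.
The depth in reads cannot be read from FPKM values, and the relative depth was estimated from the steps between values under 0.3 FPKM, an estimate that matched in 15 of 15 pairs of thymic libraries. In a test on simulated data built from these values, 95% (thymus) and 96% (lung, Eomes cKO against WT after DC/Gal) of genes changed 4-fold were called, 66% and 50% of genes changed 2-fold, and 3.59% and 4.58% of the calls were unchanged genes. The changed genes were drawn from the better expressed genes only. Noise was normal, independent between genes and of the same spread in all libraries. These shares therefore do not cover genes near the 1 FPKM filter, or data in which a single library is atypical. Libraries with the same number in lung WT mice, naive and DC/Gal, were correlated after the group means were taken out (0.134, 0.235 and 0.188), so that comparison was also run with the number as a block. No other comparison had such correlations in each pair. The alternatives tried were other added values, filters and scalings, no intensity trend, small RNA genes kept, the replicate number as a block, only the groups compared, and each library left out in turn. Added after the data were seen were fits with 35 zeros as missing, each beside at least 10 FPKM in both other libraries of its group (2 of them, of *Ddx3y* and *Eif2s3y* in naive Eomes cKO replicate 3, lie in a library without Y-linked transcripts), and fits without the naive Eomes cKO libraries with Y-linked transcripts.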

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

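All tests of explanations in this part were chosen after the results were seen. The genotype difference in lung iNKT cells differed between naive and DC/Gal mice by a test of the interaction for many genes named in the text. It was negative for *Ccl4* (-6.09), *Ccl5* (-6.70), *Fasl* (-3.08), *Gzma* (-7.07), *Gzmb* (-4.59), *Ifng* (-6.86), *Klrg1* (-4.14), *Tbx21* (-5.71), *Irf8* (-2.03), *Runx3* (-0.98) and *Ly6c2* (-6.46). It was positive for *Ccr4* (2.01), *Il17rb* (4.55), *Il13* (4.60), *Gata3* (1.52), *Irf4* (1.68), *Ccr2* (1.39), *Il17a* (6.72), *Itgae* (4.48), *Rorc* (4.44), *Nr1d1* (3.73), *Il5* (6.75), *Cxcl3* (5.26), *Pcsk1* (5.00) and *Sdc1* (4.76).
The first pattern is that WT and Eomes cKO lung iNKT cells differed after DC/Gal but hardly in naive mice. A larger spread or lower depth in naive mice could hide an equal difference, but over the 1641 genes called after DC/Gal the slope of the naive on the DC/Gal difference was 0.0432 (0.0297 to 0.0616 with 1 naive library left out), which argues against it. Transcripts of other cells could mask it, but genes higher in Eomes cKO mice after DC/Gal had a median naive difference of 0.131 against 1.27 after DC/Gal. This argues against it only for genes that the other cells do not express. Which of the genes these are was not checked, so masking of the rest stays open. NK cells that supply NKT1 transcripts to the naive Eomes cKO libraries stay open, since T cell receptor and CD3 genes had a median difference between DC/Gal and naive Eomes cKO libraries of 0.135 (-0.0727 to 0.244 between quartiles). The sort on the CD1d dimer was meant to leave out other cells, but naive libraries held transcripts of other cells despite it. A change of subsets with activation in Eomes cKO mice is a biological alternative that was not tested.
The second pattern is the lower level of the clock genes *Nr1d1*, *Hlf* and *Dbp* in lung iNKT cells of WT mice than of Eomes cKO mice after DC/Gal. Another hour of harvest could cause it, but 10 other clock genes, signed by their phase, had a median difference of -0.392 (-0.620 to 0.410 between quartiles). These are the ones given a phase and not all the others tested. As a set they did not move with the hour, but the values are too uncertain to decide whether it had a part. Signed above 0, and so with the hour, were 3 of the 10, *Nr1d2* (1.16), *Bhlhe41* (1.03) and *Per1* (0.627, standard error 1.61). *Per1* was listed at 0 in DC/Gal WT replicate 3 and DC/Gal Eomes cKO replicate 1. Only *Nr1d2* and *Nfil3* passed, and *Nfil3*, which goes against the hour, is also on the type 2 list. *Dbp* was named after its values were seen. The role of RORγt targets in NKT17 cells was not tested.
The third pattern is that thymic Eomes cKO replicate 3 lay between the WT and the other Eomes cKO libraries. A WT sample in its place would lie near 0 on a scale from WT (0) to the other Eomes cKO libraries (1), but over 1523 genes called in DC/Gal lung its position was 0.391 to 0.394, against 0.0278 to 0.0314 for the 3 WT libraries, each held out in turn, which argues against it. A mixture of WT and Eomes cKO RNA may explain it and stays open, since the Eomes cKO share was 0.504 from lower and 0.329 from higher genes, a difference of 0.175. Incomplete deletion in the cells of that library was not tested.
Outside the genes the paper discusses, *A230065H16Rik* was lower in Eomes cKO than in WT mice in naive lung (-2.97) and after DC/Gal (-3.38). *Comt*, which encodes a catechol methyltransferase, was lower after DC/Gal in WT (-3.87) and Eomes cKO mice (-2.73).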

How the results depend on the processing

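Counts of called genes were within 1.5 times in 79 alternative runs, larger in 10 and smaller in 26. Named genes kept their side of the threshold in 5311 runs, gained the call in 46 and lost it in 509. Single lists kept their side in 4244 runs, gained the call in 91, lost it in 199 and turned direction in 2. A turn of direction was counted only where the main or the alternative run had a call. Group means moved by under 1 SD in 489 runs and by more in 101. In the thymus, 388 called genes became 250 with 0.1 added to FPKM, 4 with no filter, 596 on a scale of equal library sums, 207 with no trend and 101 with small RNA genes kept, and leave-one-out gave 4 to 1870. In naive lung, 5 became 3, 15, 1 (stricter filter), 21 (no trend) and 1 (only the 2 groups), 11 without the Y-linked libraries (added after seeing the data), and 3 to 21 with 1 library left out. After DC/Gal, 1641 became 2592 with only the 2 groups and 1091 to 1314 with 1 library left out. For DC/Gal against naive, 664 in WT mice became 423 with only the 2 groups and 203 to 647 with 1 library left out, and 883 in Eomes cKO mice became 464 without the Y-linked libraries (added after seeing the data) and 445 to 839. The interaction count became 485 without these (added after seeing the data) and 568 to 985. Called lists fell with an estimated correlation from 15 to 0 (thymus), 5 to 0 (naive), 23 to 15 (DC/Gal), 21 to 2 (WT), 26 to 11 (Eomes cKO) and 25 to 15 (interaction), with fry to 6 (thymus) and 2 (naive), and in naive lung to 3 (0.1 added, stricter filter, only the 2 groups), 1 (quantile normalization) and 2 to 6 with 1 library left out. The correlation of the genotype differences in thymus and DC/Gal lung, 0.368, became 0.336 (no filter), 0.413 (stricter filter), 0.312 (small RNA genes kept) and 0.335 to 0.411. The median of the type 17 list in the thymus turned to 0.353 (replicate block) and 0.280 (without Eomes cKO replicate 4), with -0.517 to 0.280 over the libraries left out. Fewer samples or genes are part of leave-one-out and filters, and otherwise the cause was not tested.
With the replicate number as a block, the count was 2 in the thymus, where only numbers 2 and 3 are shared, 5 in naive lung, 1535 after DC/Gal and 773 in Eomes cKO mice, and these samples share only a number. The pairing in WT mice gave 505 (261 higher, 244 lower), and the interaction, which includes these WT pairs beside Eomes cKO libraries that share only a number, gave 797. Where a library left out leaves 2 in a group, or 1 for the Y-linked pair, the group is assumed to vary like the others. Leaving out genes that repeat a symbol was not run, since each occurs once, and lists were not run with zeros as missing.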

Differences from the paper's values

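No FPKM value differs from the paper's Supplementary Data 1 by the rule used here. The paper states lower NKT1-related genes in the thymus, and 7 of 11 passed, with 11 of 11 lower. *Xcl1* (log2 fold change -2.37), *Fcer1g* (-1.95) and *Il10ra* (-2.06) did not pass, and without Eomes cKO replicate 3 all 3 did. *Irf8* (-0.91) did not pass, but did with 5 added to FPKM, with the stricter filter, on a scale of equal library sums and without Eomes cKO replicate 3. *Irf4* (0.63), stated as higher, passed with quantile normalization and without Eomes cKO replicate 3. The paper used Student's t-test per gene and mentions no adjustment, while the threshold here is adjusted over 10747 genes. Before adjustment, limma's p was 0.00398 for *Xcl1*, 0.00829 for *Fcer1g*, 0.00573 for *Il10ra*, 0.00251 for *Irf8* and 0.00285 for *Irf4*. For these genes the stricter threshold, and not the direction, sets the result apart from the paper's.
The paper states higher NKT17-related genes in the thymus of Eomes cKO mice and cites Fig. 2e and 2f, whose legend names NKT1 and NKT2 genes. The 6 NKT17-related genes used here are those that Fig. 8c shows for lung. In the thymus none of these 6 was higher, *Ikzf3* was lower (-1.33), and *Nr1d1* (1.02) passed without Eomes cKO replicate 3. The paper's flow cytometry of thymic NKT17 cells was not compared. The type 17 list was not called with all libraries (adjusted p = 0.801 in camera's test). It was higher with the replicate block and without Eomes cKO replicate 4, and both fits take the difference without that library.
The paper states no difference between naive WT and naive Eomes cKO lung. Here 5 of 11380 genes passed, and the type 17 list was higher with a preset correlation and in fry but not with an estimated correlation, while 0 of 23 NKT1-, NKT2- and NKT17-related genes passed. Another split of the same 6 naive libraries, which mixes the genotypes, called 12 genes. The 5 calls thus do not contradict the paper's statement.
The paper states higher granzyme and Fas ligand genes in DC/Gal WT lung than in untreated mice or in DC/Gal Eomes cKO mice, which can be read to include or to leave out naive WT mice. After DC/Gal, all 3 genes were lower in Eomes cKO than in WT mice. Against naive WT mice, *Gzmb* and *Fasl* passed, and *Gzma* (2.36) did not (adjusted p = 0.0887) but did with only the 2 groups in the fit. Of the 10 NKT1-related genes of Fig. 8a, 4 passed, and 10 did when adjusted over the list alone.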

Other observations

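The gene lists and their tests and the comparison of tissues were set before the data were examined, while the choice of lists for this part and its other tests were made after the results were seen. Lung iNKT cells of Eomes cKO mice had higher levels of some hypoxia and clock transcripts than those of WT mice after DC/Gal. Of 20 genes of hypoxia and glycolysis, 5 were higher and none was lower (5 when adjusted over the list alone), including *Egln3* (2.81), a prolyl hydroxylase gene, and *Hk2* (1.86), a hexokinase gene (adjusted p = 0.000532 in camera's test, lost at adjusted p = 0.188 with an estimated correlation). Of 14 clock genes, 5 were higher and none was lower (5 when adjusted over the list alone), including *Hlf* (4.05), and the list was called in camera's test (adjusted p = 1.93e-05, and adjusted p = 0.0111 with an estimated correlation). Of 4 markers of regulatory T cells, 3 were higher (3 when adjusted over the list alone), namely *Il10*, *Ctla4* and *Il2ra*. *Foxp3*, the lineage gene on this list, was not among the genes tested, so the list does not show regulatory T cells. In thymic iNKT cells, none of 22 proliferation genes passed over all genes and 11 were higher when adjusted over the list alone (adjusted p = 0.444 with an estimated correlation), with *Aurkb* at 0.71.
Thymic and DC/Gal lung iNKT cells shared part of the genotype difference, with no library in common. The correlation of the log2 fold changes over 10480 genes was 0.368 (Pearson) and 0.221 (Spearman). Called in both were 44 genes higher (8.20 by chance), 126 lower (20.8 by chance) and 8 in opposite directions (26.6 by chance). These numbers depended on single libraries, with 134, 314 and 109 (45.1, 91.9 and 129 by chance) without thymic Eomes cKO replicate 3 and at most 3, 18 and 2 without any other thymic library. The responses to DC/Gal in WT and Eomes cKO mice had a correlation of -0.00837, with 9 genes higher in both (12.5 by chance), 66 genes lower in both (13.3 by chance) and 97 in opposite directions (25.8 by chance), which became 4, 23 and 48 without DC/Gal WT replicate 3 (3.12, 4.87 and 7.85 by chance). On a scale of equal library sums they were 43, 45 and 99 (30.8, 8.64 and 33.6 by chance), and with no filter 15, 35 and 68 (6.38, 5.02 and 11.3 by chance). Whether genes higher in both exceeded chance thus depended on the processing. The correlation was 0.122 with small RNA genes kept.
In 16 genes, all 9 WT libraries were apart from all 9 Eomes cKO libraries, including *Cd72* and *Spry1* (higher in Eomes cKO) and *Nrarp* and *Prkcb* (lower), named after their values were seen. Chance gives 0.431 if all 18 libraries are exchangeable and the genotypes differ in no tissue. Since the genotypes already differed in thymus and DC/Gal lung, this level is too low for such genes to be apart in naive lung as well.
Naive Eomes cKO libraries that come from WT mice could explain the small naive difference. Of 1071 genes apart by genotype in both the thymus and DC/Gal lung, 126 (11.8%) were apart the same way in naive lung and 39 the opposite way, against 5% by chance in each direction, and the highest of 19 other assignments of the naive libraries reached 82 (7.66%). This argues against it, with caution, since the requirement to exceed all other assignments was added after the value was seen.
Each 3 against 3 comparison has 10 splits, too few for a share under 0.05. The real and the highest other count were 388 and 1 in the thymus, 5 and 12 in naive lung, 1641 and 0 after DC/Gal, 664 and 1 in WT mice and 883 and 0 in Eomes cKO mice, so that 2 splits reach the count in naive lung and 1 in the others. For the interaction, 5 of 100 splits reached the count (real 865, highest other 1092). The 8 splits that keep the DC/Gal libraries by genotype gave at least 771, against at most 4 in the 92 splits that mix them. Those 8 keep the genotype difference after DC/Gal whatever the naive labels are, so they are not free of it. The share of 5 in 100 therefore cannot decide whether chance gives the count.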
